# CEBPD Potentiates the Macrophage Inflammatory Response but CEBPD Knock-Out Macrophages Fail to Identify CEBPD-Dependent Pro-Inflammatory Transcriptional Programs

**DOI:** 10.3390/cells10092233

**Published:** 2021-08-28

**Authors:** C. Arnold Spek, Hella L. Aberson, Joe M. Butler, Alex F. de Vos, JanWillem Duitman

**Keywords:** CCAAT/enhancer-binding protein delta, CEBPD, LPS, macrophage, inflammation

## Abstract

CCAAT/enhancer-binding protein delta (C/EBPδ) is a member of the C/EBP family of transcription factors. According to the current paradigm, C/EBPδ potentiates cytokine production and modulates macrophage function thereby enhancing the inflammatory response. Remarkably, however, C/EBPδ deficiency does not consistently lead to a reduction in Lipopolysaccharide (LPS)-induced cytokine production by macrophages. Here, we address this apparent discrepancy and show that the effect of C/EBPδ on cytokine production and macrophage function depends on both the macrophage subtype and the LPS concentration used. Using CRISPR-Cas generated macrophages in which the transactivation domain of C/EBPδ was deleted from the endogenous locus (ΔTAD macrophages), we next show that the context-dependent role of C/EBPδ in macrophage biology relies on compensatory transcriptional activity in the absence of C/EBPδ. We extend these findings by revealing a large discrepancy between transcriptional programs in C/EBPδ knock-out and C/EBPδ transactivation dead (ΔTAD) macrophages implying that compensatory mechanisms do not specifically modify C/EBPδ-dependent inflammatory responses but affect overall macrophage biology. Overall, these data imply that knock-out approaches are not suited for identifying the genuine transcriptional program regulated by C/EBPδ, and we suggest that this phenomenon applies for transcription factor families in general.

## 1. Introduction

CCAAT/enhancer-binding protein delta (C/EBPδ), also known as nuclear factor interleukin (IL)-6β, is a member of the C/EBP family of transcription factors containing six members, C/EBPα, C/EBPβ, C/EBPδ, C/EBPε, C/EBPγ and C/EBPζ [1,2]. All these members share substantial sequence identity in the C-terminal region, which consists of a basic amino-acid-rich DNA-binding domain followed by a leucine zipper imperative for homo- or hetero-dimerization and subsequent DNA binding. Due to the conserved nature of the C-terminal region, all C/EBP family members, except C/EBPζ, bind to identical DNA recognition sites in the promotor regions of C/EBP target genes [3]. The subsequent transcriptional activity is determined by transactivation domains present in the N-terminus of the C/EBP family members. Specific interactions between the transactivation domains and components of the basal transcription machinery ultimately dictate transcriptional activity that may range from strong activation to dominant negative inhibition by transactivation domain-less C/EBPγ.

According to the current paradigm, C/EBPδ acts as a pro-inflammatory transcription factor enhancing the expression of pro-inflammatory mediators [4,5]. Indeed, C/EBPδ is shown to regulate IL-1β or collagen-induced cyclo-oxygenase-2 (COX-2) expression [6,7,8]; to induce toll-like receptor (TLR)-4 expression and subsequent signalling [9]; to potentiate Fcγ receptor-mediated tumor necrosis factor alpha (TNFα), macrophage inflammatory protein (MIP)-2 and MIP-1α expression [10]; to mediate IgG immune complex-induced macrophages inflammatory cytokine and chemokine production in macrophages [11,12]; and to enhance lipopolysaccharide (LPS)-induced IL-6, monocyte chemoattractant protein-1 (MCP-1) and endothelin-1 levels [13]. In line with its proinflammatory role in vitro, C/EBPδ also seems to play an important role in the inflammatory response in vivo. C/EBPδ is suggested to drive LPS-induced systemic inflammation, as reflected by reduced TNFα and IL-6 levels in C/EBPδ deficient mice [14], whereas it also reported to induce TNFα, IL-6 and MIP-2 levels upon intranasal LPS inoculation [11]. Moreover, macrophage-dependent chemokine and cytokine expression is enhanced by C/EBPδ during collagen-induced rheumatoid arthritis [15]. Next to driving inflammation during sterile conditions, C/EBPδ also amplifies the inflammatory response during *Escherichia coli*-induced peritonitis [16]. This amplification is essential for bacterial elimination and survival as C/EBPδ deficient mice are more susceptible to the peritoneal infection as compared with wild-type animals. Similarly, C/EBPδ is expressed in infiltrating macrophages in the lung during *Klebsiella pneumoniae*-induced pneumonia and C/EBPδ deficiency enhanced pneumonia-induced mortality [17]. Overall, these data led to the current paradigm that C/EBPδ is an important driver of the inflammatory response both during sterile inflammation and during infectious disease.

Several data are at odds with the paradigm that C/EBPδ drives pro-inflammatory gene expression, however. Indeed, C/EBPδ deficiency does not limit LPS-induced cytokine production (i.e., TNFα, MCP-1 and IL-6) by ex vivo stimulated bone marrow-derived macrophages [17,18]. Moreover, cytokine levels are even increased in the plasma of C/EBPδ deficient mice during *Klebsiella pneumoniae*-induced pneumonia [17] and in the bronchoalveolar lavage fluid (BALF) of LPS-treated C/EBPδ deficient mice [19].

The experiments supporting the current paradigm as well as those at odds with a pro-inflammatory role of C/EBPδ all used knock-out cells and/or mice. Although such model systems are well-established and contribute significantly to unravelling the (patho)physiological role of many proteins, one could question the validity of such an approach for transcription factors with overlapping DNA recognition sites. Indeed, deletion of a single transcription factor (i.e., C/EBPδ in this case) allows binding of an alternative transcription factor with unforeseen outcomes. If the alternative transcription factor does not (or reduces the ability to) activate transcription of the gene of interest, expression of the target gene is reduced and it is (rightfully) concluded that C/EBPδ drives transcription of this target gene. If the alternative transcription factor is similarly effective in inducing transcription, deletion of C/EBPδ does not change expression levels, and one would (wrongfully) conclude that the gene of interest is C/EBPδ independent. In the case that the alternative transcription factor is an even more potent inducer of transcription than C/EBPδ, gene expression levels will increase due to C/EBPδ deletion, and one would (wrongfully) conclude that C/EBPδ inhibits expression of the gene of interest. It is worth noting that this is not merely a theoretic probability because certain gene promotors have already been shown to be regulated differentially by specific C/EBP family members in cultured cells [20,21,22], and redundancy between different family members has indeed been shown before [18,23].

In the current manuscript, we first address the context-dependent role of C/EBPδ in macrophage-dependent cytokine expression. Next, we assess whether the observed differences could indeed be explained by compensatory mechanisms dependent on alternative transcription factor binding in C/EBPδ knock-out macrophages by comparing LPS-induced cytokine production in C/EBPδ knock-out and C/EBPδ “transcription dead” macrophages.

## 2. Materials and Methods

### 2.1. Animals

C/EBPδ deficient mice, generated as described previously [24], were backcrossed at least 10 times to a C57BL/6 background. C57BL/6 wild-type mice were purchased from Charles River. Animals were maintained at the animal facility of the Academic Medical Center (University of Amsterdam) with free access to food and water. All animal experiments were approved by the Institutional Animal Care and Use Committee of the Academic Medical Center, University of Amsterdam.

### 2.2. Bone Marrow Derived Macrophage (BMDM) Isolation

BMDMs were isolated from C/EBPδ deficient and wild-type mice, as described before [17]. In detail, tibia and femur of naïve wild-type and C/EBPδ^−/−^ mice were harvested, and bone marrow was flushed out of the bones with RPMI 1640 supplemented with 10% fetal calf serum, 2 mM L-glutamine, 100 units/mL penicillin and 500 μg/mL streptomycin (all Lonza, Basel, Switzerland). Erythrocytes were lysed by incubation in erythrocyte lysis buffer for 10 minutes at room temperature after which the remaining cells were plated in a non-tissue culture treated petri dish in complete RPMI medium containing 30 ng/mL M-CSF (Macrophage-colony stimulating factor; CYT-43; ProSpec, Rehovot, Israel) in order to allow macrophage differentiation. After 7 days, cells were harvested using 4 mg/mL lidocaine in 5 mM EDTA/PBS and immediately used for stimulation experiments.

### 2.3. Peritoneal Macrophage Isolation

Peritoneal lavage cells were obtained from C/EBPδ deficient and wild-type mice by flushing the peritoneal cavity with ice-cold sterile PBS, as described before [25]. Peritoneal cells were washed, counted, resuspended in RPMI 1640 medium containing 10% fetal calf serum, 2 mM L-glutamine, penicillin/streptomycin and incubated in 96-well flat-bottom microtiter plates (1 × 10^5^ cells in 100 mL/well) at 37 °C with 5% CO_2_ for 2 h. Finally, adherent macrophages were washed with culture medium to remove non-adherent cells after which the cells were immediately used for stimulation experiments.

### 2.4. Cell Stimulation Experiments

Primary macrophages (10,000) seeded in 100 μL in 96-wells plates were, upon adherence of the cells, stimulated with 100, 1, 0.1 or 0 ng/mL LPS (L4268, Sigma-Aldrich, Saint Louis, MO, USA) for 24 h after which the supernatant was collected and stored at −20 °C for further analysis. The cells were subsequently lysed using TriReagent (#11667165001; Roche Diagnostics, Basel, Switzerland) for mRNA isolation. Cells of 2 wells were pooled in order to obtain sufficient amounts of mRNA for further analysis.

### 2.5. Cytokine Measurements

TNFα, IL-6 and MCP-1 levels were determined using a cytometric beads array multiplex assay (BD Biosciences) essentially as described before [26].

### 2.6. RNA Isolation, cDNA Synthesis and RT-qPCR

RNA was extracted form TriReagent lysed cells according to routine procedures. Eluted RNA was analyzed spectrophotometrically using a NanoDrop 2000 (Thermo Fisher Scientific, Breda, The Netherlands). All samples were treated with RQ1 RNAse-Free DNAse (Promega Benelux BV, Leiden, The Netherlands) and reverse-transcribed into cDNA using M-MLV Reverse Transcriptase (Promega Benelux BV), random hexamers (Fisher Scientific) and 10 mM dNTPs (Fermentas, Waltham, MA, USA). The SensiFAST™ SYBR^®^ No-ROX Kit (GC biotech, Waddinxveen, The Netherlands) was used to perform real-time quantitative RT-PCR on a LightCycler^®^ 480 Instrument II (Roche Molecular Systems, Rotkreuz, Switzerland) using the primers listed in Supplementary Table S1.

### 2.7. Mining of Publicly Available RNA Microarray Datasets

Datasets were derived from Gene Expression Omnibus [27] using the R2 microarray analysis and visualization platform [28]. *CEBPA*, *CEBPB*, *CEBPD*, *CEBPG*, *CEBPE* and *CEBPZ* expression levels were derived from two different datasets, i.e., GSE5099 [29] and GSE46903 [30]. From the GSE46903 dataset, we only included data from stimulations for 24–72 h.

### 2.8. CRISPR/Cas9 Genome Editing

Homozygous knock-out and transactivation mutant (ΔTAD) C/EBPδ RAW264.7 macrophages were generated using CRISPR/Cas9 technology according to the protocol of Ran et al. [31]. Using the crispr.mit.edu online tool, different single-guide RNAs (sgRNAs) were designed to target the sequence upstream (5′ guides; before amino acid 40) or downstream (3′ guides; after amino acid 108) of the transactivation domain of C/EBPδ (Supplemental Figure S1). 5′ guides (CEBPD_sgRNA1: 5′-GAGGGTGGACAAGCCCGGCCG-3′; CEBPD_sgRNA2: 5′-GCCGGCCGAGGGCCCGAGCCA-3′ and CEBPD_sgRNA3: 5′-GGATCCCCTGGCTCGGGCCCT-3′) were cloned into the pSpCas9 (BB)-2A-GFP (PX458) vector (Addgene; plasmid 48138), whereas 3′ guides (CEBPD_sgRNA4: 5′-GCTACGCGACCCCCGGGTGTG-3′ and CEBPD_sgRNA4: 5′-GGGCGGCCCTACGCGACCCCC-3′) were cloned into the pSpCas9 (BB)-2A-Puro (PX459) vector (Addgene; plasmid 48139). RAW264.7 cells were transfected with different combinations of 5′ (P458) and 3′ (PX459) guide plasmids using jetPEI transfection reagent (Westburg). Forty-eight hours post transfection, GFP positive cells were sorted using FACSAria (BD Biosciences), and single cells were subjected to puromycin selection. After expansion, cells were collected for PCR analysis using primers spanning the transactivation domain (Fw: 5′-CCTTCTACGAGCCAGGCAGG-3′; Rv: 5′-GCCCTTTTCTCGGACTGTG-3′), and selected clones were confirmed using genotype-specific forward primers (knock out: 5′-CCCGAGTGTGGGGTCTGT-3′ and TAD: 5′-GAGGCCCGGGTGTGG-3′). Finally, potential *C/EBPδ* ΔTAD clones were validated by sequencing the genomic DNA region around the transactivation domain using BigDye terminator (Thermo Fischer). Out of frame ΔTAD mutant clones obtained during the CRISPR approach were used as full knock-out cells (Supplemental Figure S2).

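The mouse gene for C/EBPδ, Cebpd (ENSMUSG00000071637), lies on the plus strand of chromosome 16 of GRCm38 from position 15887286 to 15891031. Its transcript is 3746 bases long, and the coding sequence of 804 bases runs from 15887325 to 15888128. The published guides and primers were matched to this sequence. The 5′ guides lie in the stretch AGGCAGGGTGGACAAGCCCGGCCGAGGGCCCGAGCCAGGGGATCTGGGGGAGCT. The protospacer of sgRNA1, AGGGTGGACAAGCCCGGCCG, covers positions 15887409 to 15887428 and is followed by the motif AGG, that of sgRNA2, CCGGCCGAGGGCCCGAGCCA, covers 15887422 to 15887441 and is followed by GGG. The protospacer of sgRNA3, GATCCCCTGGCTCGGGCCCT, lies on the minus strand from 15887429 to 15887448 and is followed by CGG. Both 3′ guides are printed under the name sgRNA4, and both lie on the plus strand in the stretch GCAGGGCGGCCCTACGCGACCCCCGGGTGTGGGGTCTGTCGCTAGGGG. The first of them, CTACGCGACCCCCGGGTGTG, covers 15887638 to 15887657, and the second, GGCGGCCCTACGCGACCCCC, covers 15887631 to 15887650, each followed by GGG. With cleavage placed 3 bases from the motif, the 5′ guides part the gene after positions 15887425 (codon 34), 15887438 (codon 38) and 15887431 (codon 36), and the 3′ guides after 15887654 (codon 110) and 15887647 (codon 108). Direct joining of these ends would delete between 209 and 229 bases in the 6 pairs of a 5′ and a 3′ guide. In 3 of the 6 pairs the deletion is a multiple of 3 bases. The genotype-specific primer for ΔTAD clones, GAGGCCCGGGTGTGG, matched only as 2 parts, the first ending at 15887431 and the second starting at 15887648. The 216 bases between them, a multiple of 3, reach from codon 36 to codon 108 and make up 5.77% of the transcript, and both ends are the cleavage positions of sgRNA3 and of the second 3′ guide. The primer for knock-out clones, CCCGAGTGTGGGGTCTGT, also matched as 2 parts, with 215 bases between them. This deletion leaves a remainder of 2 when divided by 3 and makes up 5.74% of the transcript. Its first part ends at 15887437 or at 15887438, because the base beside the junction is the same on both sides. The primers spanning the domain matched at 15887392 to 15887411 and at 15887849 to 15887867.

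**Figure D1:**
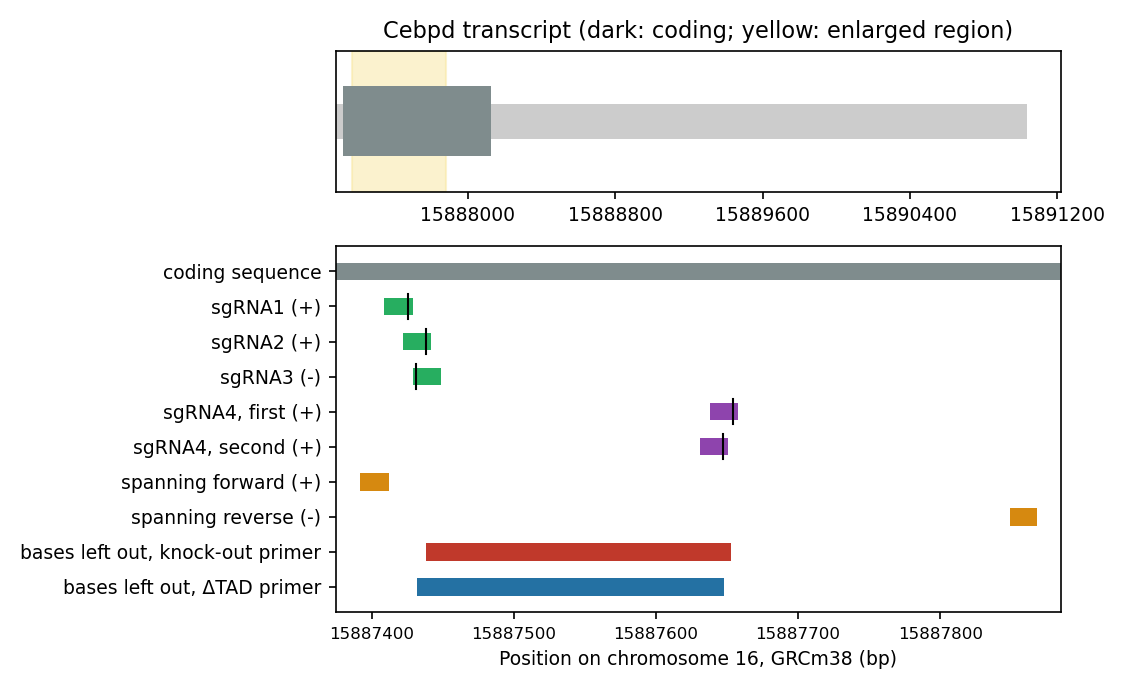
Map of Cebpd on chromosome 16 of GRCm38, in base pairs. The upper panel shows the transcript from 15887286 to 15891031, and the lower panel the guides (5′ in green, 3′ in purple, with a black line at the cleavage position), the spanning primers (orange) and the bases left out by the knock-out primer (215, red) and the ΔTAD primer (216, blue), with strands in brackets.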

### 2.9. RAW264.7 Cell Culture and Stimulation

Murine RAW264.7 cells (TIB-71; ATCC) and all engineered isogenic variants (CRISP/Cas9-derived *C/EBPδ* knock-out and ΔTAD RAW264.7 cells) were cultured in IMDM medium (Gibco), supplemented with 10% fetal calf serum, 2 mM L-glutamine, 100 units/mL penicillin and 500 μg/mL streptomycin (all Lonza). Cells were maintained in a humidified incubator at 37 °C, 5% CO_2_ and 95% air. For stimulation experiments, cells (17,500) were seeded in 100 μL in 96-wells plates supplemented with 100, 1, 0.1 or 0 ng/mL LPS (L4268, Sigma) for 24 h after which the supernatant was collected and stored at −20 °C for further analysis. The cells were subsequently lysed using TriReagent (#11667165001; Roche Diagnostics) for mRNA isolation. Cells of 2 wells were pooled in order to obtain sufficient amounts of mRNA for further analysis.

### 2.10. RNA Library Preparation and Sequencing

Total RNA was isolated from wild-type, C/EBPδ knock-out and ΔTAD RAW cells using the NucleoSpin RNA miniprep kit (BIOKÉ, Leiden, The Netherlands). RNA quality was assessed by bioanalysis (Agilent Technologies, Santa Clara, CA, USA), with all samples having RNA integrity numbers (RINs) >7. Total RNA concentrations were determined by Qubit^®^ 2.0 Fluorometer (Life Technologies, Carlsbad, CA, USA). Sequencing libraries were prepared by means of the KAPA RNA HyperPrep with RiboErase (Roche Diagnostics) as per manufacturer’s instructions. Libraries were sequenced using the Illumina HiSeq4000 (Illumina, San Diego, CA, USA) to generate 50 bp single-end reads.

### 2.11. Bioinformatics Analysis of RNAseq

The sequence read quality was assessed using FastQC methods (version 0.11.5; Babraham Institute, Babraham, UK). Trimmomatic version 0.39 [32] was used to trim the Illumina adapters and filter low quality reads and ambiguous nucleotide-containing sequences. Low quality leading (3 nucleotides) and trailing (3 nucleotides) bases were removed from each read. A sliding window trimming using a window of 4 and a phred score threshold of 15 nucleotides was used to access the quality of the reads. After pre-processing, the remaining high-quality reads were aligned against the mouse Genome Reference Consortium Build 38 (GRCm38, Ensembl release 101) using Hisat2 (version 2.2.0; University of Texas Southwestern Medical Center, Dallas, TX, USA) [33] with default parameters. Count data were generated by means of the HTSeq method [34], and differential gene expression was analyzed using the R2 microarray analysis and visualization platform [28] with a false discovery adjusted *p*-value of less than 0.01. To analyze the function of the differentially expressed genes, Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analyses were conducted with a *p*-value cut-off of less than 0.005.

### 2.12. Statistical Analysis

All data are expressed as means ± SEM. Differences between groups were analyzed by one-way ANOVA with Bonferroni correction for multiple testing. Analyses were performed using GraphPad Prism version 8 (GraphPad Software, San Diego, CA, USA). Statistically significant differences were considered with a *p*-value of less than 0.05.

## 3. Results

### 3.1. Context-Dependent Effect of C/EBPδ on LPS-Induced Cytokine Production

At odds with the general notion that C/EBPδ potentiates TNFα, IL-6 and MCP-1 expression by macrophages [13,15,16,35], we previously showed that loss of C/EBPδ did not reduce cytokine levels produced by LPS-stimulated BMDMs [17]. To provide more insight into the apparent complex context-dependent role of C/EBPδ in pro-inflammatory cytokine production, we stimulated M-CSF differentiated macrophages and primary peritoneal macrophages with different LPS concentrations. As shown in Figure 1, LPS induced a dose-dependent increase in IL-6, TNFα and MCP-1 in both wild-type M-CSF differentiated BMDMs (Figure 1A) and peritoneal macrophages (Figure 1B). It is worth noting that C/EBPδ deficiency affected LPS-induced cytokine production in concentration and cell type dependent manner. Indeed, IL-6 levels were reduced in M-CSF differentiated C/EBPδ knock-out BMDMs at the low (although not significant) and intermediate, but not high, LPS concentration. MCP-1 levels were reduced in M-CSF differentiated C/EBPδ knock-out BMDMs stimulated with low dose LPS, not affected by the intermediate LPS dose and increased after high dose LPS stimulation. TNFα levels were similar in M-CSF differentiated C/EBPδ knock-out BMDMs at the low LPS concentration but increased in C/EBPδ knock-out BMDMs at the intermediate and high dose LPS. In contrast to BMDMs, none of the conditions analyzed resulted in reduced cytokine production by C/EBPδ knock-out peritoneal macrophages. As shown in Figure 1B, LPS-induced cytokine production was largely similar in wild-type and C/EBPδ knock-out peritoneal macrophages at all LPS concentrations analyzed, with some small increased levels in knock-out macrophages at the intermediate or high LPS concentration. It thus seems that the effect of C/EBPδ on cytokine production by macrophages is both dependent on the macrophage subtype and the LPS concentration used.

### 3.2. Macrophage Differentiation/Activation Modifies Expression Levels of Alternative CCAATT Box Binding Proteins

Next to C/EBPδ, several other transcription factors bind to CCAAT containing DNA recognition sites [36] and the absence of C/EBPδ allows these transcription factors to bind to promoter regions normally occupied by C/EBPδ. Depending on the relative transcriptional activity of these alternative transcription factors, binding could either reduce or enhance transcriptional activity. To address whether such a scenario could potentially explain the observed context-dependent effect of C/EBPδ deficiency on cytokine production, we first assessed the expression pattern of the C/EBP family members in primary monocytes. As shown in Figure 2A, all C/EBP family members are expressed in patient-derived primary monocytes with the highest levels observed for C/EBPβ and the lowest levels for C/EBPε. Interestingly, M-CSF-dependent monocyte differentiation leads to increased levels of C/EBPα, C/EBPβ and C/EBPδ and slightly diminished levels of C/EBPγ and C/EBPζ (Figure 2B). Subsequently, LPS stimulation further enhances the levels of C/EBPβ, reduces C/EBPα levels and does not affect the expression levels of the other C/EBP family members (Figure 2B). Monocyte-macrophage differentiation and subsequent activation thus seems to modify the relative expression levels of the individual C/EBP family members, and the ratios do indeed vary largely dependent on the differentiation/activation status (Figure 2C). To substantiate these findings, we next determined expression levels of the C/EBP family members in the BMDM and peritoneal macrophages stimulated with different LPS concentrations shown in Figure 1. Again, relative expression levels of the individual C/EBP family members vary across the experimental conditions resulting in different ratios (Figure 2D). It is worth noting that C/EBP family members are not the only transcription factors that bind to CCAAT box containing DNA recognition sites. Among others, the nuclear transcription factor Y (NF-Y) family also binds to the CCAAT recognition site [37], and the NF-Y family members may consequently also compensate for the loss of C/EBPδ. All three NF-Y family members are expressed in monocytes, and monocyte-macrophage differentiation/activation differentially affects C/EBP/NF-Y ratios (Supplemental Figure S3). Overall, we thus show that expression levels of transcription factors that may bind to the C/EBPδ recognition site in knock-out macrophages vary in a context-dependent manner, and we suggest that this could explain the discrepant results of C/EBPδ deficiency in cytokine production.

### 3.3. Diminished LPS-Induced Cytokine Production in C/EBPδ Transactivation Domain Mutant Macrophages

To address the hypothesis that the context-dependent effect of C/EBPδ depends on compensatory mechanisms in knock-out cells, we generated a model system that precludes compensatory activity of alternative transcription factors. Specifically, we generated macrophages expressing endogenous levels of a C/EBPδ mutant with normal DNA binding activity but without a functional transactivation domain (ΔTAD; Supplemental Figure S1). These mutant cells that express ΔTAD-C/EBPδ under activity of its own promoter were subsequently used, in combination with complete knock-out and wild-type macrophages, to analyze LPS-induced cytokine expression. As shown in Figure 3A, LPS-induced MCP-1 levels are reduced in knock-out macrophages compared with wild-type macrophages, whereas both IL-6 and TNFα levels are slightly increased in knock-out macrophages compared with wild-type macrophages. Importantly, LPS stimulation of ΔTAD-C/EBPδ macrophages shows a completely different picture. Indeed, LPS-induced expression of all three cytokines is largely reduced in the ΔTAD macrophages.

C/EBPδ is suggested to be essential in the polarization of macrophages into antibacterial M1 macrophages [38]. Consequently, we next analyzed iNOS expression and nitric oxide (NO) production by wild-type, knock-out and ΔTAD macrophages. Both iNOS and NO levels were undetectable under unstimulated conditions (data not shown) and considerably increased after LPS stimulation (Figure 3B). Interestingly, LPS-induced iNOS and NO levels were similar in wild-type and knock-out cells but largely diminished in ΔTAD macrophages. Overall, a picture emerged that the inflammatory/bactericidal response was largely similar in wild-type and knock-out macrophages but significantly decreased in ΔTAD macrophages.

### 3.4. Discordant Transcriptional Programs in C/EBPδ Deficient and C/EBPδ Transactivation Domain Mutant Macrophages

To fully appreciate the difference in gene expression between C/EBPδ knock-out and ΔTAD macrophages, we next performed RNAseq analysis on unstimulated naïve wild-type, knock-out and ΔTAD macrophages. 

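RNA from unstimulated wild-type, knock-out and ΔTAD RAW264.7 cells, a mouse macrophage line, was sequenced in 3 libraries per genotype. The authors removed ribosomal RNA before library preparation, trimmed the reads with Trimmomatic, aligned them to GRCm38 with Hisat2 and counted them with HTSeq. The deposited values are counts of reads per gene without normalization, 1 list per library with 55487 genes. Between 16113306 and 20981829 reads per library were counted on genes, with a median of 16847638 in wild-type, 17421594 in knock-out and 20861187 in ΔTAD macrophages. A count of 3, the smallest taken as detected, corresponds to between 0.143 and 0.186 CPM (counts scaled to a common library size). The test covered the 14312 genes that passed edgeR's filter on low counts, which hold between 99.88% and 99.91% of each library's counts. Counts were scaled with edgeR's TMM method, and 1 model with the 3 genotypes was fitted to all 9 libraries. The targeted gene, Cebpd, had 123, 126 and 101 counts in the 3 wild-type libraries, 99, 91 and 99 in the knock-out libraries and 70, 109 and 130 in the ΔTAD libraries. After scaling, its level was 6.51 ± 0.674 CPM (SD, n = 3) in wild-type, 5.44 ± 0.201 CPM (SD, n = 3) in knock-out and 5.44 ± 0.669 CPM (SD, n = 3) in ΔTAD macrophages. The log2 fold change against wild-type macrophages was −0.26 in knock-out macrophages (standard error 0.125, adjusted p = 0.085 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In ΔTAD macrophages it was −0.24 (standard error 0.123, adjusted p = 0.0931 from the same edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Between knock-out and ΔTAD macrophages the log2 fold change was −0.01 (standard error 0.128, adjusted p = 0.941 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). The deletions leave most of the transcript in place, so reads from an edited allele would still be counted. The level of this transcript did not separate the genotypes at the threshold of 0.01, and the labels of the libraries were not checked by it. Leaving out wild-type replicate 2 moved the knock-out value most, to −0.16, and leaving out ΔTAD replicate 3 moved the ΔTAD value most, to −0.35.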

Principal component analysis shows that the different macrophage subsets form well-separated clusters with no overlap between knock-out and ΔTAD macrophages (Figure 4A). 

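Principal components were computed on log2 CPM values (prior count 2) of the genes tested, centred and not scaled to unit variance. PC1 held 59.9% of the variance, PC2 24.3% and PC3 3.56%. PC1 separated wild-type macrophages, with a mean score of 55.1 ± 0.374 (SD, n = 3), from knock-out macrophages at −28.9 ± 0.557 (SD, n = 3) and ΔTAD macrophages at −26.2 ± 0.951 (SD, n = 3). PC2 separated knock-out macrophages at 29.8 ± 2.20 (SD, n = 3) from ΔTAD macrophages at −30.8 ± 0.243 (SD, n = 3), with wild-type macrophages between them at 0.981 ± 2.31 (SD, n = 3). The smallest Euclidean distance between libraries of different genotypes was 1.70 times the largest distance between libraries of one genotype. Scaling each gene to unit variance moved the share of PC1 most, to 44.7%, and restricting the genes to the 500 most variable moved the distance ratio most, to 2.58.

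**Figure D2:**
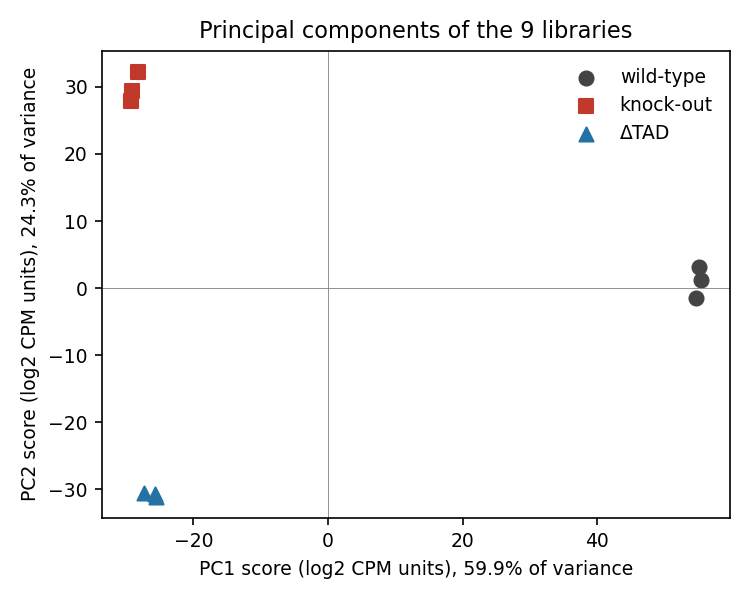
Scores of the 9 libraries on PC1 (horizontal, log2 CPM units) and PC2 (vertical, log2 CPM units); 1 point per library, marked by genotype. The 3 knock-out libraries have PC2 scores of 27.9 to 32.2 and the 3 ΔTAD libraries of −31.1 to −30.6.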

The correlation heatmap shown in Figure 4B confirms the divergent gene expression patterns between the macrophage subsets, but it also suggests that C/EBPδ knock-out and ΔTAD macrophages are somewhat more strongly correlated with each other than with wild-type macrophages. 

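The mean distance between a knock-out and a ΔTAD library was 67.1 ± 1.70 (SD over 9 pairs), on the same log2 scale. The distance to wild-type macrophages was 93.1 ± 0.456 (SD over 9 pairs) for knock-out and 91.9 ± 1.34 (SD over 9 pairs) for ΔTAD macrophages. Libraries of one genotype lay 34.1 ± 0.950 apart in knock-out, 36.0 ± 3.15 in ΔTAD and 34.0 ± 0.818 in wild-type macrophages (SD over 3 pairs each). The knock-out and ΔTAD libraries were thus 0.726 times as far from each other as from the wild-type libraries. Of the 1680 assignments of the 9 libraries to 3 groups of 3, 20 gave a ratio as small (exact permutation test, one-sided, p = 0.0119). All 20 keep the wild-type libraries together, so this test rests on the distance of wild-type macrophages from the other 6 libraries. Pearson's r across genes averaged 0.980 between knock-out and ΔTAD libraries. It averaged 0.960 between knock-out and wild-type and 0.963 between ΔTAD and wild-type libraries, and genes are not independent replicates. Within a genotype it averaged 0.995 in knock-out, 0.994 in ΔTAD and 0.995 in wild-type macrophages. With unit variance for each gene, the setting that moved it most, the ratio of distances was 0.853 (exact permutation test, p = 0.0226).

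**Figure D3:**
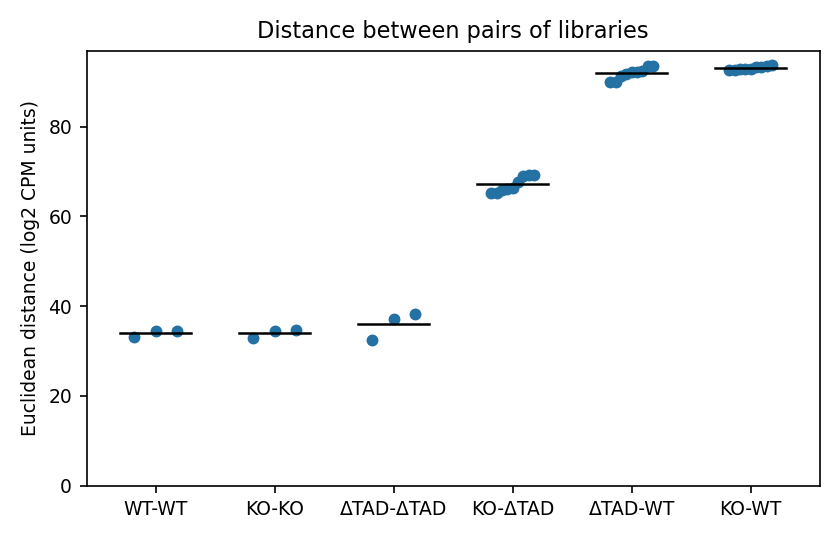
Euclidean distances between pairs of libraries (vertical, log2 CPM units), 1 point per pair and a line at the mean, grouped by the genotypes of the pair. The 9 knock-out to ΔTAD pairs lie between 65.2 and 69.3, below every pair with 1 wild-type library (from 89.8) and above every pair within a genotype (up to 38.3).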

On the individual gene level, a similar number of genes is downregulated in C/EBPδ knock-out and ΔTAD macrophages (i.e., 1425 and 1438, respectively). 

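At an adjusted p-value under 0.01, 3206 genes were downregulated in knock-out and 3350 in ΔTAD macrophages compared to wild-type macrophages. With the upregulated genes, 6468 genes (45.2% of those tested) differed from wild-type in knock-out and 7115 (49.7%) in ΔTAD macrophages. The test sets these differences against the spread between the 3 libraries of a genotype. Whether these libraries are separate clones is not stated, so a difference between clones may pass as one between genotypes. Most of the changes were small. The median absolute log2 fold change of the called genes was 0.42 in knock-out and 0.45 in ΔTAD macrophages, and 1096 and 1333 of them, respectively, had an absolute log2 fold change of at least 1. Requiring such a fold change moved the numbers most, to 578 downregulated genes in knock-out and 748 in ΔTAD macrophages. In knock-out macrophages, the fitted log2 fold change was lowest for Nedd4 (ENSMUSG00000032216), Ly6e (ENSMUSG00000022587) and Lgalsl (ENSMUSG00000042363). Nedd4, on chromosome 9, fell from 415 ± 3.83 CPM (SD, n = 3) in wild-type macrophages to 1 count in each knock-out library, at least 2440-fold lower. Ly6e, on chromosome 15, was at least 2680-fold lower and had at most 3 counts in a knock-out library. Lgalsl, on chromosome 11, had 0 counts in every knock-out library and was at least 140-fold lower. In ΔTAD macrophages these genes were also lower, with log2 fold changes of −4.67 for Nedd4, −4.80 for Ly6e and −4.98 for Lgalsl. In ΔTAD macrophages the fitted value was lowest for Cd86 (ENSMUSG00000022901), Qpct (ENSMUSG00000024084) and Slc4a5 (ENSMUSG00000068323), all with 0 counts in the 3 ΔTAD libraries. A fitted value at or under the floor does not rank falls, and other genes fell by more than the lower bounds of these, such as Ccl2 with a log2 fold change of −6.16 in ΔTAD macrophages. Cd86 was at least 37.2-fold lower and was also at 0 counts in the 3 knock-out libraries. Slc4a5 was at least 17.3-fold lower. Qpct was at least 19.9-fold lower although it lies on chromosome 17, whose genes were shifted upward in ΔTAD macrophages (median log2 fold change 0.50). In knock-out macrophages Slc4a5 was also at least 16.8-fold and Qpct at least 19.4-fold lower, each with at most 1 count per library.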

Of note, however, is that only approximately 60% (868) of the genes downregulated in C/EBPδ knock-out macrophages are also downregulated in ΔTAD macrophages. 

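Of the genes downregulated in knock-out macrophages, 2197 (68.5%, 95% Wilson interval 66.9% to 70.1%) were also downregulated in ΔTAD macrophages. Seen from the other side, they were 65.6% of the genes downregulated in ΔTAD macrophages. Of the shared genes, 316 lie on chromosome 12, whose genes had a median log2 fold change of −0.52 in knock-out and −0.54 in ΔTAD macrophages. Such intervals treat genes as independent draws, which they are not, and do not cover the spread between libraries. Without each library in turn, the share ranged from 63.6% to 71.4%, beyond the interval. The floor of 3 counts covers counting error only. The share moved most, to 58.3%, with a linear model per gene that was fitted to the genotypes compared and to every gene with at least 1 count, a setting chosen after seeing the data.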

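The other 1009 genes downregulated in knock-out macrophages were not downregulated in ΔTAD macrophages. For 928 of them no difference between ΔTAD and wild-type macrophages was called. In 672 of the 928 (72.4%) the log2 fold change in ΔTAD macrophages was also below 0. Their median log2 fold change was −0.25 in knock-out and −0.06 in ΔTAD macrophages, and 561 of the 928 differed between knock-out and ΔTAD macrophages when these were compared directly. The remaining 81 genes were upregulated in ΔTAD macrophages. They include the 11 genes named in the heatmap of Fig. 4C, Bdh1, Liph, Ccdc120, Clstn3, Stau2, Fxyd2, Hip1, Mapkapk2, Mbp, Rpia and Ap1s1. Their median log2 fold change was −0.73 in knock-out and 0.48 in ΔTAD macrophages, and the largest of their adjusted p-values was 0.00742 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), for Rpia in knock-out macrophages. Adjusting over the 11 genes alone also called all 11 in both genotypes, which shows no stability because the list was drawn from these libraries. Bdh1 (ENSMUSG00000046598, chromosome 16 from 31422280 to 31458901) fell from 13.0 ± 1.21 CPM (SD, n = 3) to at most 1 count per knock-out library, at least 76.4-fold lower, and reached 20.9 ± 0.148 CPM (SD, n = 3) in ΔTAD macrophages. Liph (ENSMUSG00000044626, chromosome 16) was at least 34.2-fold lower in knock-out macrophages and had a log2 fold change of 1.48 in ΔTAD macrophages. Ccdc120 (ENSMUSG00000031150, chromosome X) was at least 13.9-fold lower in knock-out macrophages, with 0.85 in ΔTAD macrophages. The log2 fold changes of Clstn3 (ENSMUSG00000008153, chromosome 6) were −3.48 and 3.17. At the other end, those of Ap1s1 were −0.14 and 0.19 and those of Rpia −0.15 and 0.20. Rpia was no longer called in both genotypes under several settings, among them DESeq2, every gene with at least 1 count, models of only the 2 genotypes compared, and the removal of any 1 wild-type or knock-out replicate. An offset for GC content and transcript length, chosen after seeing the data, also lost Rpia, and Ap1s1 was lost without knock-out replicate 2. With library size as the only scaling, Ap1s1, Mbp and Rpia were no longer called in both genotypes. Outside this list, the smallest adjusted p-values belonged to C1qtnf6 (ENSMUSG00000022440), Msr1 (ENSMUSG00000025044) and Tns4 (ENSMUSG00000017607). C1qtnf6 had log2 fold changes of −5.85 in knock-out and 0.92 in ΔTAD macrophages, Msr1 of −0.30 and 0.27, and Tns4 of −1.43 and 1.78. In ΔTAD macrophages Msr1 was not called under 1 of the 4 alternatives run for it. At an adjusted p-value under 0.05, the number of 81 genes rose to 162, and when an absolute log2 fold change of at least 1 was required in both genotypes, it fell to 11. With the linear model per gene that was chosen after seeing the data, it was also 11, and Ap1s1 and Rpia were not among them.

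**Figure D4:**
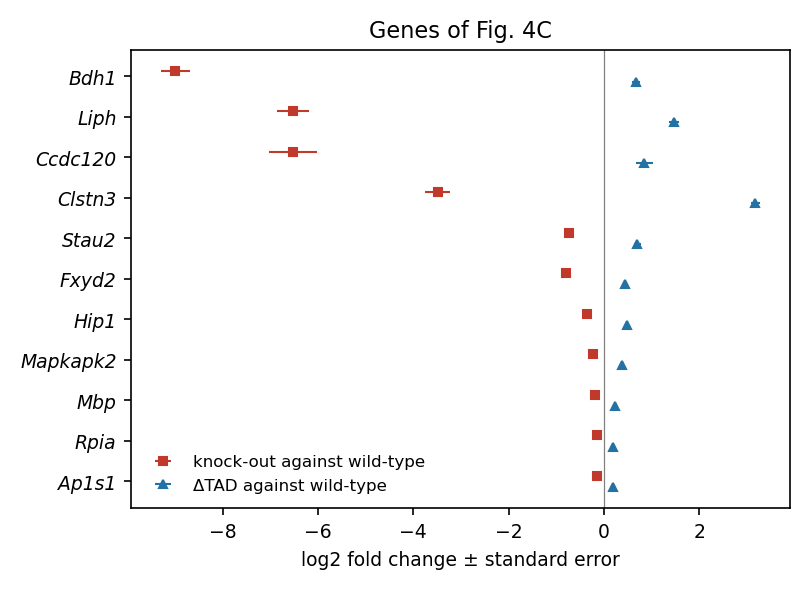
Log2 fold change against wild-type macrophages (horizontal) of the 11 genes of Fig. 4C in knock-out (squares) and ΔTAD macrophages (triangles); bars are standard errors. Every square lies below 0 and every triangle above it, and the points of Bdh1, Liph and Ccdc120 in knock-out macrophages rest on at most 2 counts per library.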

Of the remaining 557 genes downregulated in C/EBPδ knock-out macrophages, 546 genes are similar in wild-type and ΔTAD macrophages whereas 11 genes are even upregulated in ΔTAD macrophages compared to wild-type macrophages (Figure 4C). Similarly, a more or less equal number of genes is upregulated in both knock-out and ΔTAD macrophages (i.e., 1493 and 1828, respectively) but again only around 60% of the genes is upregulated in both genotypes, and 19 genes that are upregulated in knock-out macrophages are downregulated in ΔTAD macrophages (Figure 4D). 

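In knock-out macrophages 3262 genes were upregulated and in ΔTAD macrophages 3765. Both genotypes shared 2477 of them, which is 75.9% (95% Wilson interval 74.4% to 77.4%) of the genes upregulated in knock-out and 65.8% of those upregulated in ΔTAD macrophages. On chromosome 17 lie 422 of the shared genes. The share of 75.9% moved most, to 60.8%, when an absolute log2 fold change of at least 1 was required. The fitted log2 fold change in knock-out macrophages was highest for Fam107b (ENSMUSG00000026655, chromosome 2), Spink5 (ENSMUSG00000055561, chromosome 18) and Flot2 (ENSMUSG00000061981, chromosome 11). Fam107b had log2 fold changes of 5.52 in knock-out and 5.11 in ΔTAD macrophages, Spink5 of 5.36 and 4.06 and Flot2 of 5.18 and 5.34. In ΔTAD macrophages the fitted value was highest for Malrd1 (ENSMUSG00000075520, chromosome 2), Ppp1r3b (ENSMUSG00000046794, chromosome 8) and Adgb (ENSMUSG00000050994, chromosome 10). Malrd1 had a log2 fold change of 8.22 in ΔTAD macrophages and at most 1 count in a knock-out library. Ppp1r3b was at least 37.4-fold and Adgb at least 73.2-fold higher than in wild-type macrophages, bounds that do not rank them against other genes. Of the genes upregulated in knock-out macrophages, 785 were not upregulated in ΔTAD macrophages. For 686 of these no difference from wild-type was called in ΔTAD macrophages, and 487 of the 686 (71.0%) had a log2 fold change above 0 there. The other 99 genes were downregulated in ΔTAD macrophages and include the 19 genes of Fig. 4D. These had a median log2 fold change of 0.56 in knock-out and −0.52 in ΔTAD macrophages, and their largest adjusted p-value was 0.000713 (edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Adjusted over the list alone, all 19 were called as well. Zfp985 (ENSMUSG00000065999, chromosome 4), printed as Gm13154 in the figure, had log2 fold changes of 1.61 in knock-out and −2.42 in ΔTAD macrophages. Serpinb1a (ENSMUSG00000044734, chromosome 13) had 1.97 and −1.44, and Slc40a1 (ENSMUSG00000025993, chromosome 1) had 1.05 and −1.30. Creb5 (ENSMUSG00000053007, chromosome 6), printed as 9430076C15Rik, had 0.69 and −1.07. Spp1 (ENSMUSG00000029304, chromosome 5) was the most abundant of the 19, at 7211 ± 168 CPM (SD, n = 3) in wild-type macrophages, with log2 fold changes of 0.56 in knock-out (standard error 0.0173) and −0.52 in ΔTAD macrophages (standard error 0.0173). Reads of Lilrb4a and Lilr4b, paralogs side by side on chromosome 10, and of Gm15472, which lies inside Ptpn22 on the same strand, may have been split between genes by the counting. Ptpn22 and Gm15472 lie in a stretch of chromosome 3 whose genes were shifted between knock-out and ΔTAD macrophages (median log2 fold change 0.28). With library size as the only scaling, Adpgk was no longer called in both directions. Outside the list, Gm14636 (ENSMUSG00000073274, chromosome X) had log2 fold changes of 0.62 and −0.55, Dmxl1 (ENSMUSG00000037416, chromosome 18) of 0.43 and −0.54, and Gm42793 (ENSMUSG00000105954), which overlaps Spp1 on the same strand, of 0.60 and −1.15.

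**Figure D5:**
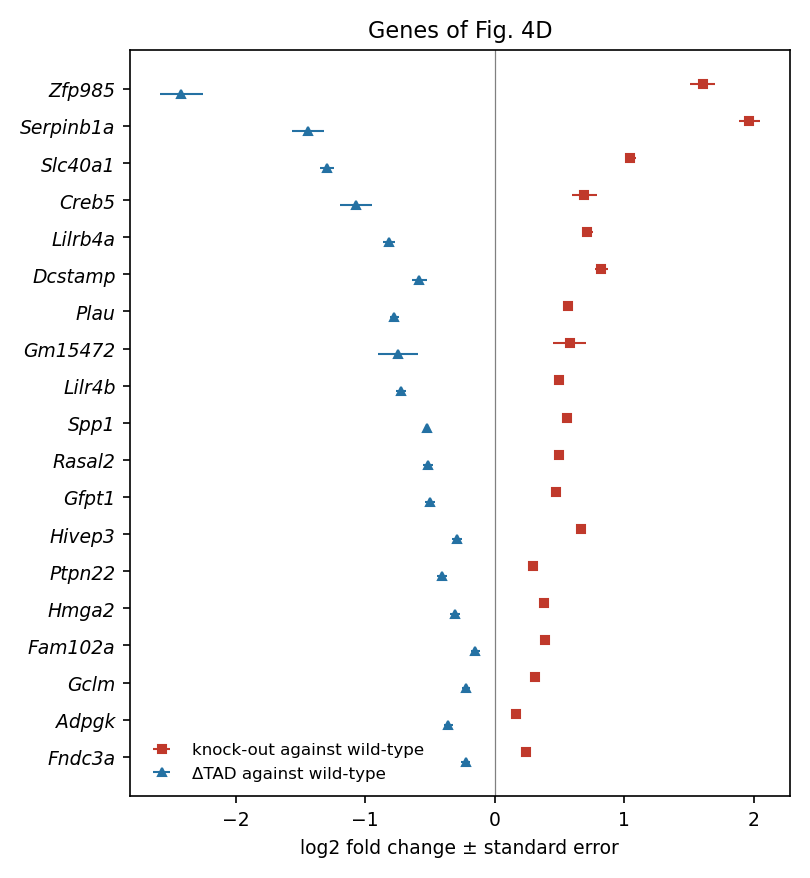
Log2 fold change against wild-type macrophages (horizontal) of the 19 genes of Fig. 4D in knock-out (squares) and ΔTAD macrophages (triangles); bars are standard errors. Every square lies above 0 (0.16 to 1.97) and every triangle below it (−2.42 to −0.15).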

The large difference in gene expression patterns between knock-out and ΔTAD macrophages also affects functional enrichment analysis of differentially expressed genes. Indeed, only 5 of the 19 KEGG pathways enriched in differentially expressed genes between wild-type and ΔTAD macrophages are also significantly enriched in differentially expressed genes between wild-type and knock-out macrophages (Figure 5). These RNAseq data thus show that transcriptional programs in C/EBPδ transactivation dead (ΔTAD) macrophages are largely different from those in full-blown C/EBPδ deficient (knock-out) macrophages.

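KEGG's gene lists were not used here, and the mouse Reactome pathways that come with the fgsea package took their place. Each of the 794 pathways with 10 to 500 genes among the tested ones was compared with the 3998 tested genes found in any pathway (one-sided Fisher's exact test, p under 0.005). Of these 3998 genes, 2395 (59.9%) were called in ΔTAD and 2258 (56.5%) in knock-out macrophages. Enrichment was found for 11 pathways in ΔTAD and 12 in knock-out macrophages, and 3 of them were shared. Several of the 12, such as Immune System and Antigen processing-Cross presentation, gave identical values (25 of 29 genes called, Fisher's exact test, p = 0.000634). They are not separate results, so the 12 overstate how many sets of genes were enriched in knock-out macrophages. Metabolism of lipids and lipoproteins (334 genes) had 235 called genes in ΔTAD (p = 2.27e-05) and 213 in knock-out macrophages (p = 0.00281) in this Fisher's exact test. In the same exact test, Hemostasis (272 genes) had 188 (p = 0.000713) and 176 (p = 0.00261), and Cholesterol biosynthesis (22 genes) had 20 (p = 0.00148) and 19 (p = 0.00293). After Benjamini-Hochberg adjustment over the 794 pathways of each genotype, only Metabolism of lipids and lipoproteins in ΔTAD macrophages stayed under 0.05 (adjusted p = 0.018), and 0 pathways did in knock-out macrophages. At an unadjusted p under 0.05 there were 71 pathways in ΔTAD and 40 in knock-out macrophages. Across pathways, which share genes and are not independent, Spearman's rho between the p-values of both genotypes was 0.558. Taking all tested genes as the background moved the numbers most, to 122 pathways in ΔTAD, 80 in knock-out and 46 in both.

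**Figure D6:**
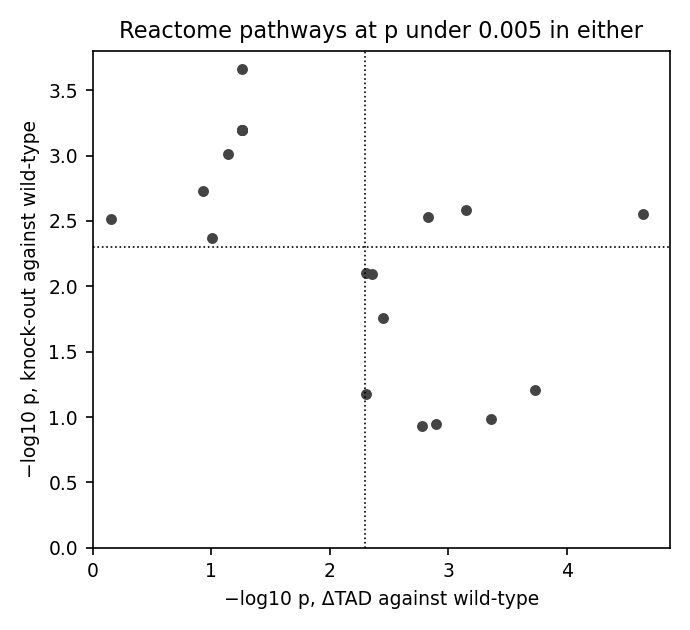
P-values of the Reactome pathways with p under 0.005 in at least 1 genotype, as −log10, in ΔTAD (horizontal) and knock-out macrophages (vertical); 1 point per pathway, with dotted lines at 0.005 and pathways that hold the same genes on top of each other. The 3 shared pathways lie beyond both lines.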

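Compared directly, 4730 genes (33.0% of those tested) differed between knock-out and ΔTAD macrophages at an adjusted p-value under 0.01, 1990 higher and 2740 lower in knock-out macrophages. With library size as the only scaling this balance reversed, to 2281 higher and 1024 lower. The median log2 fold change of all genes then moved from −0.03 to 0.04. This scaling takes no account of ΔTAD replicate 1, where 11% of the counts fell on 1 ribosomal RNA feature. The median absolute log2 fold change of the 4730 genes was 0.30, and 563 of them had an absolute log2 fold change of at least 1. These calls, too, rest on the spread between libraries, which may not cover differences between clones. Of the 1614 genes called in knock-out but not in ΔTAD macrophages, 973 (60.3%, 95% Wilson interval 57.9% to 62.7%) differed between both genotypes. Of the 2261 genes called in ΔTAD but not in knock-out macrophages, 1351 did (59.8%, interval 57.7% to 61.8%). For the others, no difference between knock-out and ΔTAD macrophages was called. Of the 4674 genes that changed the same way in both, 1687 also differed between them. Among the 8729 genes called in either genotype, 4191 (48.0%) differed between both. Across the 14312 genes, which are not independent replicates, the log2 fold changes of both genotypes against the shared wild-type libraries had a Pearson's r of 0.738 and a Spearman's rho of 0.677. The fold changes between knock-out and ΔTAD macrophages followed the GC content of the genes (Spearman's rho −0.307 across genes). With each library's trend over GC content and transcript length as an offset, a setting chosen after seeing the data, 4457 genes differed and 3405 of the 4730 stayed called. The number of 4730 moved most, to 483, with the linear model per gene on every gene with at least 1 count, also chosen after seeing the data. From the separate clusters, the limited overlap of up- and downregulated genes and the limited overlap of enriched pathways, the paper concludes that macrophages with transactivation-dead C/EBPδ run largely other transcriptional programs than macrophages that lack it.

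**Figure D7:**
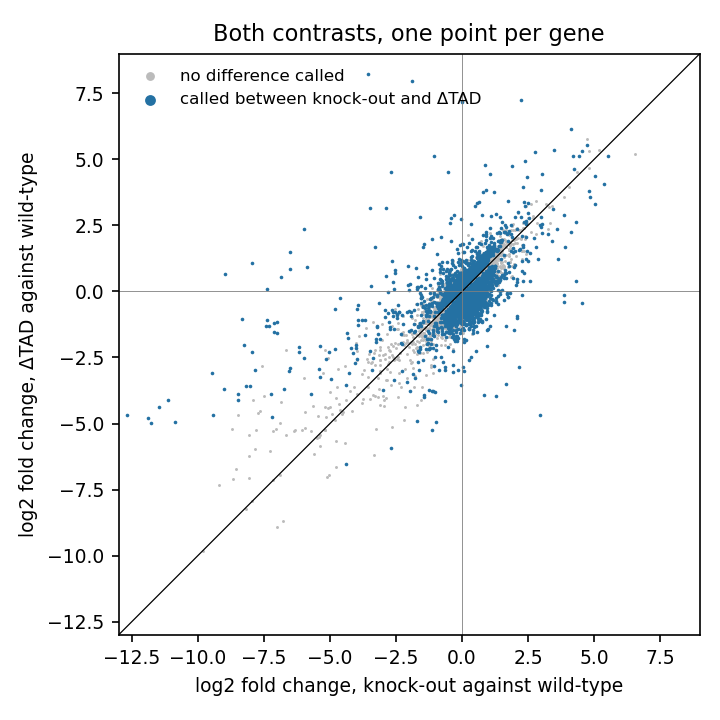
Log2 fold change against wild-type macrophages in knock-out (horizontal) and ΔTAD macrophages (vertical), 1 point per tested gene; blue points are the 4730 genes called between knock-out and ΔTAD macrophages, and the diagonal marks equal change. Both axes share the wild-type libraries.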

## 4. Discussion

C/EBPδ is a member of the C/EBP family of transcription factors that, according to the current paradigm, potentiates cytokine production and modulates macrophage function, thereby enhancing the inflammatory response [5,22]. In the current manuscript, we show, however, that cytokine levels are not consistently reduced in LPS-stimulated C/EBPδ deficient macrophages. Actually, cytokine levels are only reduced in BMDMs stimulated with low LPS concentrations but not in peritoneal macrophages and BMDMs stimulated with high(er) LPS concentrations. We hypothesized that compensatory transcriptional activity of alternative CCAAT box binding transcription factors, which bind to promotor regions in knock-out cells that are normally occupied by C/EBPδ, could explain the context-dependent role of C/EBPδ in cytokine production. We provide evidence supporting this hypothesis by showing that LPS-induced cytokine levels are consistently reduced in ΔTAD macrophages.

We deleted the transactivation domain of CEBPD from its endogenous locus to generate ΔTAD macrophages. Such an approach ensures that mutant C/EBPδ expression levels in ΔTAD macrophages are similar to wild-type C/EBPδ levels in control cells. Moreover, mutant C/EBPδ binds to the same target gene promoters in ΔTAD macrophages as wild-type C/EBPδ does in control cells. By contrast, however, the absence of C/EBPδ in knock-out cells allows alternative CCAAT box binding factors to bind promoter regions occupied by C/EBPδ in control cells. Data interpretation is clearly obscured in such knock-out cells: indeed, if binding of the alternative transcription factor does not activate (or less efficiently activates) transcription of the gene of interest, expression of the target gene is reduced, and it is (rightfully) concluded that C/EBPδ drives transcription of this target gene. If the alternative transcription factor is similarly effective in inducing transcription, deletion of C/EBPδ does not change expression levels, and one would (wrongfully) conclude that the gene of interest is C/EBPδ independent. In the case that binding of the alternative transcription factor is more potent in inducing transcription, gene expression levels will increase due to C/EBPδ deletion, and one would (wrongfully) conclude that C/EBPδ inhibits expression of the gene of interest. Of note is that this is not merely a theoretic probability, because certain gene promotors have already been shown to be regulated differentially by specific C/EBP family members [20,21]. For instance, the nerve growth factor promotor is transactivated by C/EBPδ but not by C/EBPβ, although both family members display similar DNA-binding [21], whereas the Furin promotor is transactivated by C/EBPβ but not by C/EBPα or C/EBPδ [20].

C/EBPδ is not the only C/EBP family member for which knock-out experiments show surprising results. Ablation of C/EBPβ, which is generally believed to drive pro-inflammatory gene expression, unexpectedly increased serum IL-6 levels in mice upon *Candida albicans* inoculation [40] and did not affect expression levels of cytokines involved in macrophage activation, such as TNFα and IFNγ, in response to *Listeria monocytogenes* infection [41]. Moreover, ex vivo stimulations of wild-type and C/EBPβ deficient macrophages showed an expected diminished induction of IL-1β, TNFα, IL-6 and iNOS expression but an increased expression of IL-12 p40, RANTES and MIP-1β [42].

An elegant study of Lu and colleagues [18] suggests that C/EBPβ could compensate for the loss of C/EBPδ under certain (experimental) conditions. Indeed, LPS-induced IL-6 and TNFα levels are similar in wild-type and C/EBPδ deficient fetal liver-derived macrophages but are consistently reduced in C/EBPδ/C/EBPβ double-knock-out macrophages. Next to C/EBPβ, any C/EBP family member could obviously compensate for the loss of C/EBPδ and, considering the large variety in C/EBP ratios dependent on macrophage differentiation/activation, the compensating factor is likely context-dependent. Of note is that transcription factor binding to the C/EBP binding site is not limited to C/EBP family members. Indeed, the human immunodeficiency virus type 1 promoter contains overlapping binding sites for C/EBP and nuclear factor of activated T-cells (NFAT) and preventing NFAT nuclear localization resulted in enhanced C/EBPα binding [43]. Moreover, the CCAAT box is one of the most common cis-acting elements found in the promoter regions of a large number of genes [36], and many DNA binding proteins, for instance, NF-Y, interact with this sequence [37]. In knock-out cells, multiple transcription factors can thus bind to promotor regions that are normally occupied by C/EBPδ, which could explain the context-dependent effect of C/EBPδ deficiency.

We reveal a large discrepancy between transcriptional programs in C/EBPδ knock-out and C/EBPδ transactivation dead (ΔTAD) macrophages based upon which we advocate that knock-out approaches are not suited for identifying the genuine transcriptional program regulated by the transcription factor of interest (in this instance, C/EBPδ). This is likely not specific for C/EBPδ, as many transcription factors, such as the already mentioned NF-Y and NFAT families, but also the activator protein (AP)-1, AP-2 and Nuclear factor kappa B family members, bind to similar and/or overlapping recognition sites. Because most proteins are grouped in families [44], we envision that our conclusions are not specific for transcription factors but may actually extend to all studies that use knock-out conditions to identify gene expression patterns driven by the protein of interest, and thus, such results should be interpreted with care.

We showed that gene expression analysis of C/EBPδ knock-out macrophages does not accurately identify genes regulated by C/EBPδ. Despite this obvious limitation of knock-out studies for the identification of gene expression patterns by individual family members, gene knock-out approaches are highly relevant in biomedical research to identify (pre)clinical targets. Using C/EBPδ deficient animals, it has for instance been shown that C/EBPδ ablation protects against pneumococcal meningitis [45,46] and pneumonia [47], LPS-induced acute lung injury [11] and radiation-induced intestinal injury [48,49]. By contrast, C/EBPδ deficient mice are more susceptible to *Escherichia coli*-induced peritonitis [16] and *Klebsiella pneumoniae*-induced pneumonia [17], whereas breast tumor growth [50] and renal fibrosis [51] are also increased in C/EBPδ deficient mice. Although the underlying mechanism responsible for the observed differences in C/EBPδ deficient mice (i.e., abolishment of C/EBPδ driven transcription or increased compensatory mechanisms by alternative CCAAT box binding transcription factors) remain elusive, these studies identify C/EBPδ as a target to pursue in the former but not the latter life-threatening disorders.

## 5. Conclusions

C/EBPδ potentiates LPS-induced cytokine production, but this effect is obscured in C/EBPδ knock-out macrophages likely due to compensatory transcriptional programs induced by alternative CCAAT box binding factors that are expressed at normal levels. Our data imply that knock-out approaches are not suited for identifying the genuine transcriptional program regulated by C/EBPδ, and conclusions on the specific role of C/EBPδ have to be drawn with care. We envision this is not C/EBPδ specific but holds true for protein family members in general.

## Figures and Tables

**Figure 1:**
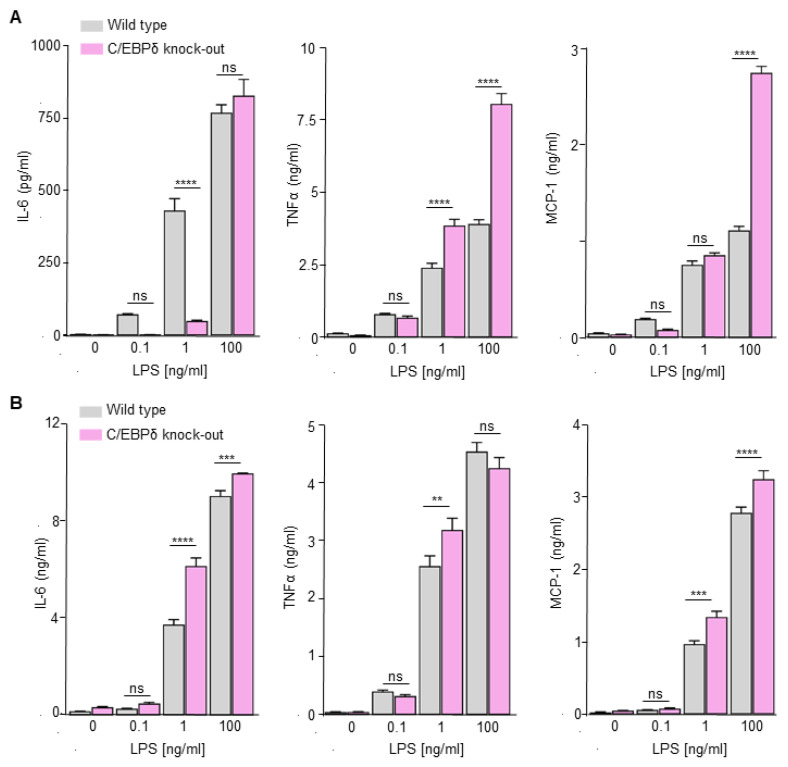
LPS-induced cytokine production in wild-type and C/EBPδ knock-out M-CSF differentiated BMDMs (**A**) and peritoneal macrophages (**B**). Macrophages from wild-type or C/EBPδ knock-out mice were stimulated with different LPS concentrations for 24 h after which TNFα, MCP-1 and IL-6 levels were analyzed. Shown is the mean ± SEM (*n* = 6–8) of a representative experiment performed in duplo. **: *p* < 0.01; ***: *p* < 0.001; ****: *p* < 0.0001; ns: non-significant.

**Figure 2:**
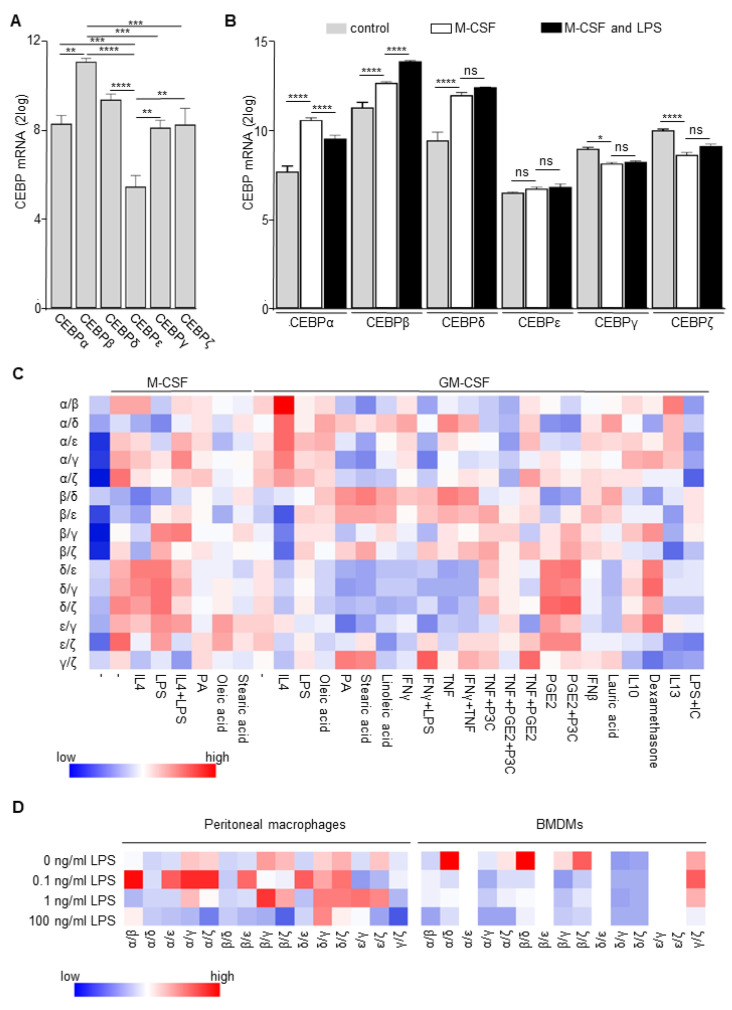
CEBP family member expression in monocytes and macrophages. (**A**) C/EBPα, C/EBPβ, C/EBPδ, C/EBP, C/EBPγ and C/EBPζ mRNA expression in freshly isolated human monocytes derived from GSE5099 and GSE46903. Mean ± SEM (*n* = 3); **: *p* < 0.01; ***: *p* < 0.001; ****: *p* < 0.0001. (**B**) C/EBPα, C/EBPβ, C/EBPδ, C/EBPε, C/EBPγ and C/EBPζ mRNA expression in naïve, M-CSF and M-CSF/LPS treated monocytes from GSE46903. Mean ± SEM (*n* = 3–5). *: *p* < 0.05; ****: *p* < 0.0001; ns: non-significant. (**C**) Heatmap of the expression ratio of C/EBP family members in monocytes differentiated and activated with different stimuli (data derived from GSE46903). (**D**) Heatmap of the expression ratio of C/EBP family members in BMDM and peritoneal macrophages stimulated with different LPS concentrations (*n* = 3–4). Note that C/EBPε levels were below the detection limit in the BMDM samples.

**Figure 3:**
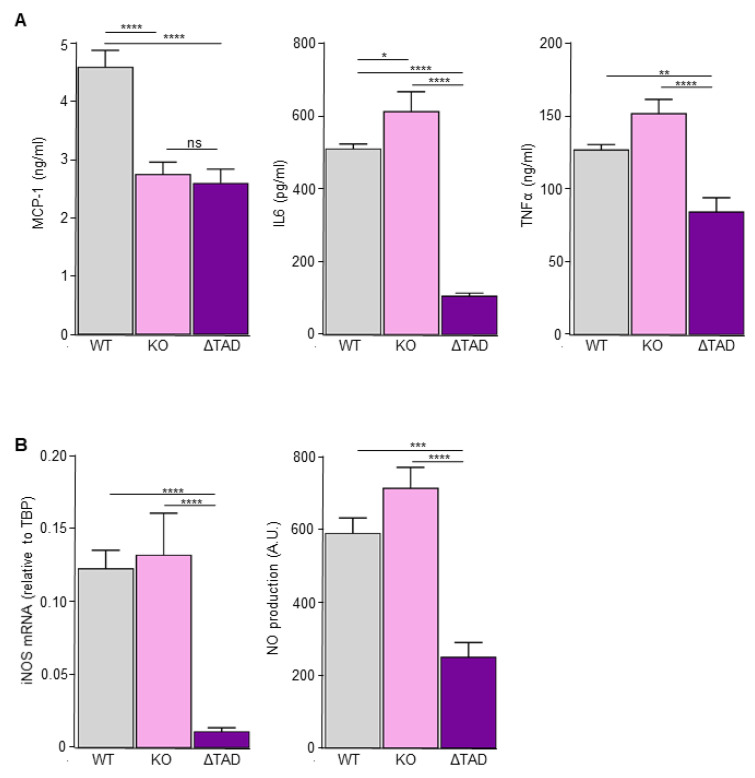
LPS-induced inflammatory and antibacterial response in wild-type (WT), C/EBPδ knock-out (KO) and C/EBPδ TAD mutant (ΔTAD) macrophages. (**A**) MCP-1, IL-6 and TNFα levels determined by ELISA in the supernatant of RAW264.7 macrophages stimulated with 100 ng/mL LPS for 24 h. (**B**) iNOS mRNA expression (left panel) and NO production (right panel) by RAW264.7 macrophages stimulated with 100 ng/mL LPS for 24 h. Shown is the mean ± SEM of three independent experiments performed with two individual wild-type, ΔTAD and KO clones. *: *p* < 0.05; **: *p* < 0.01; ***: *p* < 0.001; ****: *p* < 0.0001.

**Figure 4:**
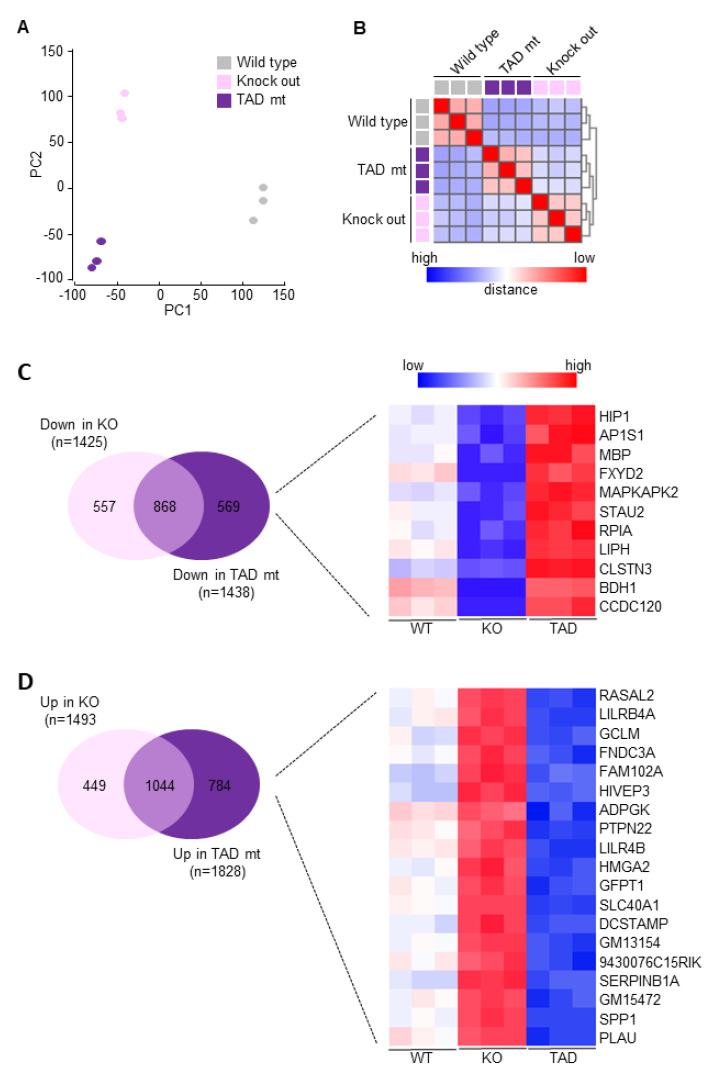
RNAseq gene expression analysis of wild-type (WT), C/EBPδ knock-out (KO) and C/EBPδ mutant (ΔTAD) macrophages. (**A**) Principal component analysis of pairwise genetic distances between the different macrophage subtypes. (**B**) Correlation heat map showing the Euclidean distances between the different macrophage subtypes. (**C**) Venn diagram showing overlap in downregulation of genes in knock-out and ΔTAD macrophages with a heatmap of genes downregulated in knock-out macrophages but upregulated in ΔTAD macrophages. (**D**) Venn diagram showing overlap in upregulation of genes in knock-out and ΔTAD macrophages with a heatmap of genes upregulated in knock-out macrophages but downregulated in ΔTAD macrophages. Heatmaps were generated using heatmapper (http://www.heatmapper.ca [39] assessed on 24 November 2020).

**Figure 5:**
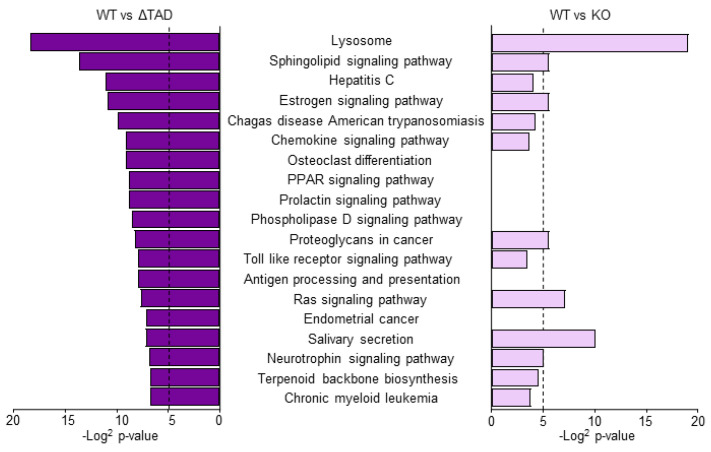
Functional enrichment analysis of differentially expressed genes. Significance (*p*-values) for KEGG pathways enriched in differentially expressed genes between wild-type and ΔTAD macrophages in wild-type vs. ΔTAD (**left**) and wild-type vs. knock-out (**right**) macrophages. The dotted lines indicate *p* = 0.05.

## Data Availability

All relevant data are within the paper and its Supporting Information files. Sequence libraries are publicly available through the National Center for Biotechnology Information gene expression omnibus under the following accession number: GSE173552.

## Supplementary Materials

The following are available online at https://www.mdpi.com/article/10.3390/cells10092233/s1, Figure S1: CRISPR-mediated generation of C/EBPδ ΔTAD mutants. Figure S2: DNA sequence of wild-type, C/EBPδ knock-out and C/EBPδ ΔTAD RAW264.7 clones, Figure S3: Relative CEBP and NF-Y family member expression in monocytes and macrophages, Table S1: Primer sequences used to assess C/EBP family expression.

How the deposited data were processed for this re-analysis (not part of the article)

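RNA from unstimulated RAW264.7 macrophages was analysed, 3 libraries each of wild-type, C/EBPδ knock-out and ΔTAD cells. The authors depleted ribosomal RNA, sequenced single reads, assessed them with FastQC, trimmed them with Trimmomatic, aligned them to GRCm38 with Hisat2 and counted them on Ensembl genes with HTSeq. What they deposited is 1 list of counts per library, whole numbers without normalization or filter, with 55487 gene identifiers and 5 tally lines. The paper's text does not name the mode or strand setting of the counting, so values of overlapping and antisense genes and of paralogs are uncertain. Genotypes were taken from the sample labels. Replicate numbers were taken from the donor labels, which run from 1 to 3 in each genotype, while the sample titles number the last library 5 in knock-out, 5 in ΔTAD and 4 in wild-type macrophages. The paper's text does not state whether the libraries of a genotype are separate clones. Libraries with the same number are of different genotypes, and nothing in the labels makes them a pair.

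Between 46.65% and 53.23% of the records of a library were counted on genes, 16113306 to 20981829 counts. Between 11.78% and 16.28% were set aside as not uniquely aligned. A count of 3 was taken as the floor, which is 0.143 to 0.186 CPM, and a fold change against a group with at most 3 counts in every library is given as a lower bound computed against this floor. Shares of genes are given with 95% Wilson intervals. Of the 55487 identifiers, 55141 matched a symbol in the annotation and 346 did not, and 26804 had at least 1 count. The annotation of GRCm38 used for positions, GC content and transcript length is that of GENCODE. It holds 14294 of the genes tested.

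The counts were analysed with edgeR 4.0.16 in R 4.3.3. Genes were kept by filterByExpr over the 3 genotypes (minimum count 10, minimum total count 15), which left 14312 genes. Libraries were scaled by TMM, and factors lay between 0.888 for ΔTAD replicate 1 and 1.027. One quasi-likelihood model with a mean for each genotype was fitted to all 9 libraries, with a common biological coefficient of variation of 0.0468. Knock-out against wild-type, ΔTAD against wild-type and knock-out against ΔTAD were tested, and genes with a Benjamini-Hochberg adjusted p-value under 0.01, the threshold of the paper, were called. The paper's text names the R2 platform for this step but not the test that it ran. Standard errors are the log2 fold change divided by the square root of the F statistic. Principal components and Euclidean distances were computed on log2 CPM with a prior count of 2, and the ratio of distances was tested over all 1680 assignments of the libraries to 3 groups of 3. Enrichment was tested with one-sided Fisher's exact tests at p under 0.005 on the Reactome pathways in fgsea 1.28.0 that hold 10 to 500 tested genes. Guides and primers were matched to the sequence of the Cebpd transcript.

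The following rule for named genes, the main settings and all alternatives except 3 were set before the data were examined. Named are Cebpd, the other C/EBP and NF-Y genes, the inflammatory genes that the paper names, and the 11 and 19 genes of the heatmaps of Fig. 4. Further, the rule names the 3 highest and the 3 lowest fitted log2 fold changes in each genotype among called genes with a mean of at least 1 CPM in the higher group and no overlap between the libraries. Where a group is at or under 3 counts, this order is that of the fit and not of the lower bounds. Last, it names the 3 genes of each opposite direction outside Fig. 4 whose larger adjusted p-value is smallest. Features named beyond this rule, which appear only in the closing section, were chosen after their values were seen.

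The alternatives were DESeq2 1.42.0, limma-voom (limma 3.58.1) and a linear model per gene on log2(CPM + 1) as the test, DESeq2's size factors or library size alone as the scaling, every gene with at least 1 count or only genes with at least 10 counts in every library, models of only the 2 genotypes compared, the replicate number as a block, an adjusted p-value under 0.05, an absolute log2 fold change of at least 1, and leaving out each library in turn. For the principal components and distances they were a prior count of 0.25, unit variance and the 500 most variable genes, and for the pathways all tested genes as the background and an adjusted p-value under 0.05. Chosen after seeing the data were the removal of chromosomes 12 and 17, a linear model per gene of the genotypes compared on every gene with at least 1 count, and an offset for each library's trend over GC content and transcript length (natural splines with 4 degrees of freedom each). The closing section gives their effect.

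The steps were tested on simulated data. Counts were drawn from the means and library sizes of the real genes, with 200 genes changed. Of these, edgeR called 87.5% in knock-out and 89.5% in ΔTAD among 14001 genes, none in the wrong direction, with 1 and 0 unchanged genes called. The linear model per gene called 60.5%. A pathway planted in the called genes ranked 1 of 794, a rank that the planting made all but certain. Random gene lists put 0.189% of the pathways under the threshold. Far more genes were called in the data (6468 in knock-out and 7115 in ΔTAD macrophages) than were changed or drawn here. The rates from the simulation may therefore not hold for the data. Where a trend over GC content was planted in the ΔTAD libraries, 2743 unchanged genes among 14211 were called without the offset and 1 among 14193 with it.

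KEGG pathways are not analysed here, since their gene lists were not used. Reads were not used either, so the edited alleles were not looked for in the libraries.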

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

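The tests of chromosomes 12 and 17 against normalization, GC content, single libraries and single genes, the test of ribosomal RNA and the use of a GC offset were chosen only after the results were seen.

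Of the C/EBP and NF-Y genes and the inflammatory genes that the paper names, 8 changed by a different amount in knock-out than in ΔTAD macrophages when these were compared directly. The libraries are from unstimulated cells. Among transcription factors, the log2 fold change of knock-out against ΔTAD was 0.35 for Cebpa (adjusted p = 0.0066), −1.09 for Cebpe (adjusted p = 5.92e-10) and 0.16 for Cebpg (adjusted p = 0.00821), all from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Among inflammatory genes it was 0.49 for Tnf (adjusted p = 5.62e-11), 1.99 for Cxcl2 (adjusted p = 1.77e-11), 1.63 for Ccl3 (adjusted p = 2.45e-20), 1.53 for Ccl5 (adjusted p = 0.000622) and 1.51 for Ccl4 (adjusted p = 2.63e-17), from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. Each of these differences put 3 of 3 knock-out libraries beyond all 3 ΔTAD libraries, an arrangement that chance gives in 10% of comparisons of 3 with 3. Adjusted over the lists alone, 4 of 8 C/EBP and NF-Y genes and 6 of 8 tested inflammatory genes were called.

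Scaling and GC content were weighed first. Under library size alone, DESeq2's size factors, DESeq2, the replicate block and the GC offset, the value of Cebpe lay between −1.08 and −0.95, that of Tnf between 0.49 and 0.57, that of Cxcl2 between 1.95 and 2.06, that of Ccl3 between 1.62 and 1.70, that of Ccl5 between 1.54 and 1.60 and that of Ccl4 between 1.51 and 1.58, and all 6 stayed called. Cebpa lay between 0.36 and 0.47 and was not called under 1 of these 5 settings, DESeq2. Cebpg lay between 0.08 and 0.23 and was not called with DESeq2 or with the GC offset. The difference in Cebpg can therefore not be told apart from a trend with GC content, and the whole contrast of knock-out against ΔTAD follows GC content (Spearman's rho −0.307). Ccl3, Ccl4 and Ccl5 are neighbours on chromosome 11 and Tnf lies on chromosome 17. The 2 stretches of neighbouring genes that were shifted between knock-out and ΔTAD macrophages beyond 1000 shuffled gene orders lie on chromosomes 3 and 5 and hold none of the 8 genes. Reads shared between paralogs were not tested, because the counting had set aside reads without a unique alignment. A difference between the founder clones of both lines may also underlie these values. It was not separable from the genotype. Within genotypes, 3 genes were silent or active in 1 library against its 2 partners, and 6 genes were silent or active only in knock-out or only in ΔTAD macrophages. Whether the libraries of a genotype descend from 1 clone is open. Both the clones and the state of C/EBPδ remain as explanations, and no value here separates them.

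The genes of chromosome 12 were shifted downward and those of chromosome 17 upward in both genotypes, a signal in data that the paper does not discuss. The median log2 fold change against wild-type macrophages was −0.52 for chromosome 12 and 0.48 for chromosome 17 in knock-out macrophages, and −0.54 and 0.50 in ΔTAD macrophages. The medians of the other 18 chromosomes lay between −0.05 and 0.03 in knock-out and between −0.06 and 0.03 in ΔTAD macrophages. In each library, the chromosome median relative to the mean of the wild-type libraries lay between −0.54 and −0.48 for chromosome 12 and between 0.47 and 0.49 for chromosome 17 in the knock-out and ΔTAD libraries, and within 0.02 of 0 in the wild-type libraries. On both chromosomes, 6 of 6 knock-out and ΔTAD libraries lay beyond all 3 wild-type libraries (exact permutation test, two-sided, p = 0.0119, the smallest that the 84 splits into 6 and 3 can give). One deviating library is not behind the shift.

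A few strongly changed genes do not explain it either. On chromosome 12, 86.3% of the genes had a log2 fold change below 0 in knock-out and 85.0% in ΔTAD macrophages, and on chromosome 17, 86.5% and 83.0% had one above 0. In windows of 50 neighbouring genes, the medians lay between −0.59 and −0.40 in knock-out and between −0.65 and −0.50 in ΔTAD macrophages along chromosome 12, and between 0.38 and 0.56 and between 0.26 and 0.60 along chromosome 17. With library size alone, the medians relative to all genes were −0.52 and 0.49 in knock-out and −0.54 and 0.50 in ΔTAD macrophages. These values test nothing, since a scaling factor moves all genes of a library alike and cannot shift 2 chromosomes against the rest. With the trend over GC content and length taken out, the medians were −0.53 and 0.49 in knock-out and −0.51 and 0.47 in ΔTAD macrophages. In knock-out macrophages there was hardly a trend with GC content to take out (Spearman's rho −0.0131 across genes), so GC content does not account for the shift there, and in ΔTAD macrophages most of the shift was left. Between knock-out and ΔTAD macrophages the medians of both chromosomes were −0.01 and −0.03. A candidate explanation is a difference in the copy number of chromosomes 12 and 17 between the cells behind the wild-type libraries and the cells from which both edited lines were grown, with medians of −0.52 and 0.48 in knock-out macrophages. No DNA was measured. In both edited genotypes, all windows along chromosomes 12 (−0.40 or lower) and 17 (0.26 or higher) were shifted. The medians of the other 18 chromosomes lay between −0.06 and 0.03. Regulation of single genes by C/EBPδ would not follow 2 whole chromosomes, so these values argue against it. The pattern is the same in both edited genotypes. An effect of the altered C/EBPδ on a whole chromosome thus cannot be told apart from a different copy number in the cells of origin.

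In ΔTAD replicate 1, 11% of the counts on genes (95% Wilson interval 10.99% to 11.02%) fell on a single ribosomal RNA feature, CT010467.1 on chromosome 17 from 39846353 to 39848827. In the other 8 libraries the share was between 0.303% and 1.16%. If ribosomal RNA had been depleted less completely in this library, other ribosomal RNA genes would be raised as well. Of the 2 other annotated genes of this kind with at least 100 counts, mt-Rnr1 and mt-Rnr2, 2 were highest in this library, at 10.7 and 5.61 times the highest other library. These are mitochondrial genes, so the values are in line with incomplete depletion in this library. In addition, 16.28% of its records were not uniquely aligned, against 11.78% to 13.58% elsewhere. The feature lies on chromosome 17, but 1 gene does not move a median over 746. No biological explanation was tested. The library's TMM factor was 0.888, and with library size as the only scaling the share of upregulated among called genes in ΔTAD macrophages fell from 52.9% to 39.6%.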

How the results depend on the processing

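Settings chosen only after seeing the data are the removal of chromosomes 12 and 17, the GC offset and the linear model per gene of the genotypes compared on every gene with at least 1 count. For the moved values given here the cause was not tested, except where a cause is named.

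With limma-voom and with DESeq2's size factors in edgeR, all summary values that were recomputed stayed within their bounds, which are 1.5 times for a count, the Wilson interval for a share and the spread between libraries for other values. The same held for the prior count of 0.25. The distance of knock-out from ΔTAD libraries relative to that from wild-type libraries stayed below 1 under every setting for which it was recomputed (0.647 to 0.853, exact permutation test, p between 0.0119 and 0.0226). DESeq2's size factors and every gene with at least 1 count were not among these settings. It also stayed below 1 without each library in turn (0.723 to 0.738, exact permutation test, p between 0.0179 and 0.0357). Cebpd stayed below its wild-type level and was not called under any setting for which it was recomputed, which leaves out the linear model per gene of the genotypes compared, the removal of chromosomes 12 and 17 and the other thresholds. Its log2 fold change lay between −0.30 and −0.16 in knock-out and between −0.35 and −0.15 in ΔTAD macrophages without each library in turn.

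An absolute log2 fold change of at least 1 left 578 downregulated and 518 upregulated genes in knock-out and 748 and 585 in ΔTAD macrophages, 563 between both, 425 shared downregulated and 315 shared upregulated genes, and 11 and 8 genes of opposite direction. The shares were then 73.5% of the downregulated and 60.8% of the upregulated genes of knock-out macrophages, and 32.9% and 27.0% of the genes called only in knock-out and only in ΔTAD macrophages differed between both. At an adjusted p-value under 0.05, 162 and 198 genes had opposite directions, the share of upregulated genes was 74.4%, and 70.0% and 69.7% of the genes called in only 1 genotype differed between both.

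With the linear model per gene on log2(CPM + 1), 2554 genes differed between knock-out and ΔTAD macrophages, 45 and 53 had opposite directions, 77.9% of the upregulated genes were shared, and 44.4% and 40.9% of the genes called in only 1 genotype differed between both. Fitted to the genotypes compared and to every gene with at least 1 count, this model called 1440 and 1518 genes in knock-out and 1376 and 1846 in ΔTAD macrophages, 483 between both, 839 and 1070 shared, and 11 and 16 of opposite direction. The shares were 58.3% and 70.5%, and 10.3% and 9.88% of the genes called in only 1 genotype differed between both.

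With library size as the only scaling, 39 genes were lower in knock-out and higher in ΔTAD macrophages, the shares of shared genes were 77.7% and 68.7%, those of genes called in only 1 genotype that differed between both were 44.7% and 49.0%, and the ratio of the smallest distance between to the largest within genotypes was 1.52. This scaling moved the split of called genes in ΔTAD macrophages from 52.9% upregulated (3765 up, 3350 down) to 39.6% (2585 up, 3943 down), and that between knock-out and ΔTAD macrophages from 42.1% higher in knock-out (1990 and 2740) to 69% (2281 and 1024). The median of all genes moved to −0.09 in ΔTAD macrophages. With DESeq2, 56.1% and 55.5% of the genes called in only 1 genotype differed between both, and 17 pathways were enriched in ΔTAD, 19 in knock-out and 5 in both. With only the 2 genotypes compared in a model, 73.3% of the upregulated genes were shared and 54.6% of the genes called only in knock-out macrophages differed from ΔTAD. Every gene with at least 1 count gave 64.7% shared downregulated genes. With at least 10 counts in every library, 62.0% of the genes called only in ΔTAD macrophages differed from knock-out and the ratio of distances was 1.63, and this filter removed Liph, Clstn3, Bdh1 and Ccdc120.

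Libraries with the same replicate number are of different genotypes, and their deviations from the genotype means were not correlated (mean r across genes −0.0304 over 9 pairs, against 0.0153 for different numbers). With the replicate block, 3115 and 3164 genes were called in knock-out, 3235 and 3665 in ΔTAD macrophages and 4465 between both, 57.7% of the genes called only in knock-out macrophages differed from ΔTAD, and 20 pathways were enriched in ΔTAD, 14 in knock-out and 4 in both. Rpia was then not called in both genotypes.

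The 500 most variable genes gave 72.7% for PC1 and a distance ratio of 2.58, and unit variance 44.7% and 1.32. With all tested genes as the background, 122 pathways were enriched in ΔTAD, 80 in knock-out and 46 in both. An adjusted p-value under 0.05 for pathways left 1, 0 and 0, where 71 and 40 had an unadjusted p under 0.05 in ΔTAD and knock-out macrophages. Genes called at an adjusted p-value under 0.05 gave 1 shared pathway. Without chromosomes 12 and 17, 72.1% of the upregulated genes were shared, and 20 pathways were enriched in ΔTAD macrophages and 5 in both. With the GC offset, the shares were 66.8% and 78.2%, 55.3% of the genes called only in ΔTAD macrophages differed from knock-out, and 18 pathways were enriched in ΔTAD macrophages and 7 in both.

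Across the 9 fits that each left out one library, downregulated genes numbered from 2807 to 3383 in knock-out and from 2984 to 3618 in ΔTAD macrophages, and upregulated genes from 2912 to 3350 and from 3409 to 3806. From 3737 to 4816 genes differed between both, from 1907 to 2329 were shared downregulated and from 2245 to 2428 shared upregulated, and from 58 to 79 and from 68 to 123 had opposite directions. The shares ranged from 63.6% to 71.4% for downregulated and from 71.3% to 78.4% for upregulated genes, and from 47.2% to 63.3% and from 46.3% to 62.1% of the genes called only in knock-out and only in ΔTAD macrophages differed between both. PC1 held from 53.2% to 62.5% and PC2 from 21.5% to 29.1%, and the ratio of distances ranged from 1.64 to 1.76. From 13 to 20 pathways were enriched in ΔTAD, from 9 to 18 in knock-out and from 2 to 4 in both.

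Among the named genes, 5 results reversed, all for genes not called in the contrast concerned. Cebpb in knock-out against wild-type macrophages went from −0.04 to 0.066 with the GC offset. Between knock-out and ΔTAD macrophages, Nfyb went from −0.04 to 0.034, Nfyc from −0.03 to 0.040 and Tlr4 from −0.02 to 0.050 with library size as the only scaling, and Nfyc to 0.0053 with the GC offset. The 3 changes under library size alone went with the median of all genes in this contrast, which moved from −0.03 to 0.04, so they say nothing about these genes. Over the other values recomputed for named genes, 24 fell out of the calls under a setting and 9 entered them. The depth limits genes with few counts most, since a fold change against 3 counts or fewer is a lower bound, and Il6, Nos2, Edn1, Il1b and Il12b, with at most 3 counts per library, were below the filter.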

Differences from the paper's values

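The paper reports 1425 genes downregulated in knock-out macrophages, where 3206 were found here, and 1438 in ΔTAD macrophages, where 3350 were found. For upregulated genes the paper reports 1493 in knock-out and 1828 in ΔTAD macrophages, against 3262 and 3765 here. Of the alternatives set before the data were examined, library size as the only scaling brought the last of these to 2585, within 1.5 times the paper's 1828. None of these alternatives closed the gap for the other 3 numbers. Library size alone took the number of genes downregulated in ΔTAD macrophages further from the paper's, to 3943. The paper reports 868 genes downregulated in both genotypes against 2197 here, and none of these alternatives closed that gap.

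For genes downregulated in knock-out but not in ΔTAD macrophages, the paper's number is 557 and the number here 1009. The linear model per gene on log2(CPM + 1) gave 806, library size as the only scaling 628, and leaving out knock-out replicate 1 or 2 gave 833 and 813, all within 1.5 times the paper's number. No other alternative set before the data were examined did. For those without a call in ΔTAD macrophages, the paper's number is 546 and the number here 928. The same 4 alternatives gave 761, 589, 760 and 739, and no other one closed the gap.

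The paper reports 11 genes that were lower in knock-out and higher in ΔTAD macrophages, against 81 here. Requiring an absolute log2 fold change of at least 1 also gave 11, and none of the other alternatives set before the data were examined closed the gap. These are not the paper's 11 genes, since Ap1s1 and Rpia, which the paper names, had an absolute log2 fold change under 1 in both genotypes. In the opposite direction the paper reports 19 genes against 99 here, and none of the alternatives set before the data were examined closed the gap.

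With the linear model per gene of the genotypes compared on every gene with at least 1 count, which was chosen after seeing these values, all 9 numbers came within 1.5 times the paper's. It gave 1440 and 1376 downregulated and 1518 and 1846 upregulated genes in knock-out and ΔTAD macrophages, 839 shared downregulated genes, 601 not downregulated and 590 not called in ΔTAD macrophages, and 11 and 16 genes of opposite direction. Under it, 9 of the 11 genes of Fig. 4C and 14 of the 19 genes of Fig. 4D were called in opposite directions.

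The paper proposes that compensation by other CCAAT box binding factors likely masks the effect of C/EBPδ on LPS-induced cytokines in knock-out macrophages. It describes these factors as present at normal levels. In the unstimulated knock-out macrophages analysed here, the log2 fold change against wild-type macrophages was 2.40 for Cebpa (standard error 0.135, adjusted p = 1.25e-13 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.81 for Nfya, a gene of chromosome 17 (standard error 0.0356, adjusted p = 1.01e-15 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was 0.41 for Cebpg (standard error 0.049, adjusted p = 9.87e-08 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). In all 3 cases 3 of 3 knock-out libraries lay above all 3 wild-type libraries. The same genes were also higher in ΔTAD macrophages, at 2.05 for Cebpa, 0.74 for Nfya and 0.25 for Cebpg. These rises are therefore not specific to macrophages that lack C/EBPδ. They are RNA levels, and protein was not measured here. Cebpz, Nfyb and Nfyc were called with smaller changes (0.13, −0.20 and −0.23), but of the 4 alternatives run for each, Cebpz was not called under 1, Nfyb under 3 and Nfyc under 4. Cebpz also lies on chromosome 17, and its value was below the median of that chromosome's genes in knock-out macrophages (0.48). Cebpb, at −0.04, and Cebpe, at 0.05, were not called.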

Other observations

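The tests of shared genes and pathways over assignments of the libraries, of pathways over splits, of segments between knock-out and ΔTAD macrophages, of GC content, of a founder clone and of carry-over were chosen only after the result was seen, as were the results without chromosomes 12 and 17.

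How many genes other splits of the libraries give was counted for each contrast. The 6 libraries of 2 genotypes make 10 splits into 3 and 3, and 4 of them part all same-numbered pairs, so a share under 0.05 is out of reach. Of these 4, 1 gave as many genes as knock-out against wild-type (6468), 1 as many as ΔTAD against wild-type (7115) and 1 as many as knock-out against ΔTAD (4730), the real split in each case. For pathways it was likewise 1 of 4 in knock-out and 1 of 4 in ΔTAD macrophages. Every other split of the 10 gave 0 genes, with between 132 and 601 genes at an unadjusted p under 0.05 against 8453, 9042 and 7469 for the real splits. The splits outside the 4 pair libraries of the same number within a group.

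For results that use all 9 libraries, 100 of the 108 assignments that part same-numbered libraries were drawn. As many genes changed the same way as in knock-out and ΔTAD macrophages (4674) in 1 of the 100, the real one, and the largest number in another was 3011. As many changed in opposite directions (180) in 3 of the 100, and the other 2 are those with knock-out or ΔTAD in the place of wild-type macrophages. As many pathways were shared (3) in 7 of the 100, with up to 16 in another assignment. The 6 others all keep the libraries of a genotype together, so this count does not show how many shared pathways chance gives.

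Both contrasts use the same wild-type libraries, which alone makes fold changes run in parallel. With knock-out as the reference, 1816 genes changed the same way in wild-type and ΔTAD macrophages, and with ΔTAD as the reference, 2555 did so in wild-type and knock-out macrophages. The number with wild-type as the reference, 4674, is larger than both. Wild-type macrophages are also the most distant of the 3 genotypes, and a deviation of the wild-type libraries alone would enter both contrasts and give the same order. Genes changed the same way in both edited genotypes can therefore not be told apart from such a deviation. Of the 3875 genes called in only 1 genotype, 59.97% differed between knock-out and ΔTAD macrophages when compared directly and 72.85% had the same direction in both. Part of these genes thus differ between the genotypes, and for the rest the threshold on each contrast cannot be told apart from a true difference.

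The shift of chromosomes 12 and 17 was followed into the other results. These chromosomes hold 1287 tested genes (8.99%) and 780 (16.7%) of the genes changed the same way, and 3894 of the latter lie elsewhere. Without these chromosomes the ratio of the distance between knock-out and ΔTAD libraries to that from wild-type was 0.741 and Pearson's r of the log2 fold changes across genes 0.729. The genes on these chromosomes therefore do not alone explain why knock-out and ΔTAD macrophages lie nearer to each other. Leaving them out cannot test effects on genes elsewhere, nor a common origin of both edited lines apart from the wild-type cells. Between knock-out and ΔTAD macrophages, 2 of 273 windows of 50 neighbouring genes had a median beyond the largest of 1000 shuffled gene orders (0.24), on chromosome 3 from 103171655 to 106503030 (median 0.28) and on chromosome 5 from 65541929 to 74095406 (median 0.34). Gains or losses of segments in one line may underlie these 2 windows, which were found and tested on the same data.

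GC content and gene length were weighed as explanations of the called genes. The log2 fold changes had a Spearman's rho across genes of −0.0131 with GC content and 0.0720 with transcript length in knock-out macrophages. In ΔTAD macrophages these were 0.216 and −0.00233, and between knock-out and ΔTAD macrophages −0.307 and 0.130. With the trend of each library as an offset, 94.66% of the genes called in knock-out and 87.37% of those called in ΔTAD macrophages stayed called the same way, but 72% of those called between both, under the bound of 80%, which was set after the correlation with GC content had been seen. The trend with GC content may thus account for part of the genes that differ between knock-out and ΔTAD macrophages. It does not account for all, as 3405 of 4730 stayed called. For ΔTAD macrophages alone, a rho of 0.216 leaves GC content open as a partial cause. Whether the trend comes from the libraries or from the cells cannot be told from these counts.

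Descent of the libraries of a genotype from a single founder was weighed as well. Across the 9 libraries, 3 genes were silent (at most 2 counts) or active (at least 30 counts) in 1 library against its 2 partners, Gm11007, Abcb1a and Gm4575, and 19 were so in 1 genotype against both others. Of the 19, 13 were active only in wild-type macrophages and do not separate the edited lines, 5 were silent only in knock-out and 1 was active only in ΔTAD macrophages. A single founder clone per genotype may underlie the 6 genes that separate the edited lines, against 3 within genotypes, but these numbers are small and an effect of the genotype on these genes would look the same.

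Of the genes absent in knock-out macrophages with at least 100 counts in each wild-type library, 16 in number, 14 were at under 20% of their wild-type level in ΔTAD macrophages, and 11 of these at 3.03% to 8.51%. Carry-over of wild-type cells or RNA would put every such gene at the same share. Slc9b1 and Pdpn were under 1%, and Emp2, at 0.318%, had 2 counts in each ΔTAD library, under the floor of 3, and was not detected there. Carry-over at a single share therefore does not account for all 14 genes. These genes were chosen after their values were seen.

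Of the C/EBP and NF-Y genes, 6 of 8 were called in knock-out and 5 of 8 in ΔTAD macrophages. In ΔTAD macrophages Cebpa had a log2 fold change of 2.05, Cebpe of 1.14 and Nfya of 0.74, and these stayed called under library size alone and DESeq2. Cebpg (0.25 in ΔTAD macrophages) and Cebpz (0.13 in knock-out and 0.25 in ΔTAD macrophages) were no longer called there under library size alone. Nfyb (−0.20) and Nfyc (−0.23) were called in knock-out macrophages, but neither was under library size alone, DESeq2 or the GC offset, and Nfyc was not called under any of the 4 alternatives run for it. In ΔTAD macrophages they (−0.16 and −0.20) were called only under library size alone, among these settings. Between knock-out and ΔTAD macrophages neither differed under any scaling tried, and the sign of the difference reversed under library size alone only as far as the median of all genes moved. Of the 13 inflammatory genes, 8 passed the filter in these unstimulated cells. Ccl2 had log2 fold changes of −5.59 in knock-out and −6.16 in ΔTAD macrophages and Ptgs2 of −4.42 and −5.73. Tlr4 had 0.63 and 0.66. Tnf had 0.87 and 0.38, Cxcl2 0.41 and −1.58, Ccl3 −0.25 and −1.88, Ccl5 1.37 and −0.16, and Ccl4 −0.07 and −1.57. Of these, Ccl5 in ΔTAD and Ccl4 in knock-out macrophages were not called, nor were they under any of the 4 alternatives run for them. Cxcl2 in knock-out macrophages was called, but not under 1 of its 4 alternatives. Nfya, Cebpz and Tnf lie on chromosome 17, whose genes had a median of 0.48 in knock-out and 0.50 in ΔTAD macrophages. Under library size alone and DESeq2 the directions of the called values against wild-type macrophages stayed the same.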
